# Role of Dicer1-Dependent Factors in the Paracrine Regulation of Epididymal Gene Expression

**DOI:** 10.1371/journal.pone.0163876

**Published:** 2016-10-03

**Authors:** Olivia Jerczynski, Nicolas Lacroix-Pépin, Eric Boilard, Ezequiel Calvo, Agathe Bernet, Michel A. Fortier, Ida Björkgren, Petra Sipilä, Clémence Belleannée

## Abstract

Dicer1 is an endoribonuclease involved in the biogenesis of functional molecules such as microRNAs (miRNAs) and endogenous small interfering RNAs (endo-siRNAs). These small non-coding RNAs are important regulators of post-transcriptional gene expression and participate in the control of male fertility. With the knowledge that 1) Dicer1-dependent factors are required for proper sperm maturation in the epididymis, and that 2) miRNAs are potent mediators of intercellular communication in most biological systems, we investigated the role of Dicer1-dependent factors produced by the proximal epididymis (initial segment/caput)- including miRNAs- on the regulation of epididymal gene expression in the distal epididymis regions (*i*.*e*. corpus and cauda). To this end, we performed comparative microarray and ANOVA analyses on control *vs*. *Defb41*^*iCre/wt*^*;Dicer1*^*fl/fl*^ mice in which functional Dicer1 is absent from the principal cells of the proximal epididymis. We identified 35 and 33 transcripts that displayed significant expression level changes in the corpus and cauda regions (Fold change > 2 or < −2; p < 0.002), respectively. Among these transcripts, Zn-alpha 2-glycoprotein (*Azgp1*) encodes for a sperm equatorial protein whose expression in the epididymis of Dicer1 cKO mice is significantly increased compared to controls. In addition, 154 miRNAs, including *miR-210*, *miR-672*, *miR-191* and *miR-204*, showed significantly impaired biogenesis in the absence of Dicer1 from the principal cells of the proximal epididymis (Fold change > 2 or < −2; p < 0.01). These miRNAs are secreted via extracellular vesicles (EVs) derived from the DC2 epididymal principal cell line, and their expression correlates with target transcripts involved in distinct biological pathways, as evidenced by *in silico* analysis. Albeit correlative and based on *in silico* approach, our study proposes that Dicer1-dependent factors trigger- directly or not—significant genes expression changes in distinct regions of this organ. The paracrine control of functions important to post-testicular sperm maturation by Dicer1-dependent factors may open new avenues for the identification of molecular targets important to male fertility control.

## Introduction

Dicer1 is an RNase III enzyme involved in the canonical biogenesis of functional microRNAs (miRNAs) through trimming of miRNA precursors (pre-miRNA). Small (~22 nt) non-coding single-stranded miRNAs bind to target mRNAs and induce their degradation or inhibit their translation into proteins via RNA interference [1], for review [2, 3]. MicroRNAs are endogenously produced by all cells, following several steps of maturation. First, miRNAs are transcribed in the nucleus as long primary miRNA (pri-miRNA) transcripts by RNA polymerase II, and cleaved by the DiGeorge syndrome critical region 8 (DGCR8)/Drosha complex to form 70-nt-long stem-loop pre-miRNA. Following their export to the cytoplasm via Exportin 5, pre-miRNA undergo cleavage by Dicer1 to produce ~22-nt-long double-stranded miRNAs. One miRNA strand is finally assembled into the RNA-induced silencing complex (RISC) with Argonaute (AGO) proteins to interfere with the 3′-untranslated region (UTR) of target mRNA. This association results in the cleavage or translational repression of the target transcript. Since the expression of nearly 60% of human genes–and their respective biological pathways–is regulated at the post-transcriptional level by miRNAs, these small molecules are involved in the control of major pathological conditions (for review [3]), many of them being associated with male reproductive tract dysfunction leading to infertility [4–7].

MicroRNAs participate in a well-conserved mechanism of intercellular communication, as they can be released from cells and disseminated by extracellular fluids to reach and modify the functions of remote target cells [8]. These extracellular miRNAs (ex-miRNAs) can be found associated with different carriers such as high- and low-density lipoproteins [9, 10], ribonucleoproteins [11], or encapsulated and protected from RNAse assault in cell-derived extracellular vesicles (EVs) [12, 13]. Extracellular vesicles encompass a complex diversity of vesicles–including microvesicles and exosomes–that differ in terms of size, mode of secretion, lipid, protein and nucleic acid composition [8, 14]. Thus, ex-miRNAs transported in EVs belong to a category of paracrine messengers that stably exist in most biological fluids [15], including fluids found in the male reproductive system [16–18].

Similarly to other biological systems, male reproductive tract functions are regulated by Dicer1-dependent factors, including miRNAs, and by EVs secreted by distinct secretory organs such as the prostate and the epididymis [17, 19]. The epididymis governs the acquisition of sperm motility and oocyte binding ability and is a single long tubule, located downstream of the testis [20–22]. It is divided into three distinct regions: the proximal (initial/segment caput), median (corpus), and distal (cauda) regions. During epididymis transit, spermatozoa interact with the epididymal fluid, which is composed of different factors that are sequentially secreted/reabsorbed by distinct cell types of the surrounding epithelium. Principal cells are the main epithelial cells of the epididymis and are specialized in protein secretion via the classical exocytosis pathway and apocrine secretion of EVs, referred to as epididymosomes (for review [23]). Extracellular vesicles are capable of transferring proteins involved in different steps of the fertilization process to the sperm surface [24–27], as well as non-coding RNAs, including transfer RNA-derived fragments (tRFs) and miRNAs [28–30].

MicroRNAs are thought to be important in fertility since the double inactivation of *miR-34b/c* and *miR-449* miRNA clusters results in male infertility due to reduced sperm production and decreased sperm motility [6, 31]. In addition, the conditional deletions of the major enzymes involved in miRNA biogenesis (*i*.*e*. Dicer1 or Dgcr8) impair primordial germ cell development [32, 33] spermatogenesis, and sperm maturation [4, 5, 7, 34]. The importance of Dicer1 in epididymis homeostasis and sperm maturation has been shown in the *Defb41*^*iCre/wt*^*;Dicer1*^*fl/fl*^ mouse model. Epithelial dedifferentiation, abnormal lipid homeostasis, and sperm maturation defects are observed in these mice. For instance, sperm cells isolated from the distal epididymis of *Defb41*^*iCre/wt*^*;Dicer1*^*fl/fl*^ mice are predominantly immotile, and present with a decreased ability to bind and fertilize an oocyte [34].

Recognizing that 1) Dicer1-dependent factors are required for complete sperm maturation in the epididymis, and that 2) miRNAs are potent mediators of intercellular communication in most biological systems, we investigated the role of Dicer1-dependent factors, in the downstream paracrine regulation of epididymal gene expression. To this end, we used a combination of microarray approaches, technologies adapted to EV characterization and powerful bioinformatics tools along with the *Defb41*^*iCre/wt*^*;Dicer1*^*fl/fl*^ mouse model and DC2 cell lines. Thus, our study contributes to deciphering the intercellular communication pathways that support epididymal homeostasis and fertility.

## Materials and Methods

### Ethics

Our study on mouse epididymal samples was conducted in accordance with the requirements defined by the NIH Guide to animal experimentation. Animal experiments were approved by the ethical committee of the Institutional Review Board of the Centre Hospitalier Universitaire de Québec (CHUQ)(CPAC license #13-105-3, C. Belleannée).

### Mouse tissues

Epididymides from *Dicer1*^*fl/fl*^ (Control) and *Defb41*^*iCre/wt*^*;Dicer1*^*fl/fl*^ (Dicer1 conditional knock-out (Dicer1 cKO)) were used in this study. In this genetically modified mouse model, the enzyme Dicer1 has been conditionally inactivated in the principal cells of the initial segment/caput epididymidis by a Cre–Lox system under the control of the ß-defensin 41 promoter [5, 34]. Briefly, Dicer1 recombination was catalyzed by Defb41^iCre/wt^ before puberty (starting from postnatal day 12). The defensin-41 promoter was chosen as an epididymis-specific gene expressed only in the principal cells from the proximal epididymis. Epididymides from sacrificed mice were dissected into three main anatomical regions, *i*.*e*. the initial segment/caput, the corpus and the cauda. Paired tissue samples obtained from the same epididymal region were pooled and weighed. Tissues were directly snap frozen in liquid nitrogen and stored at −80°C until use to prevent RNA degradation. Spermatozoa were collected from adult C57Bl/6 mice (n = 4) for fluorescent immunostaining.

### Total RNA extraction and purification from mouse tissues

Total RNA was isolated from the initial segment/caput, the corpus and the cauda epididymal regions from three control and three Dicer1 cKO mice. Frozen tissues were powdered with a pestle and mortar on dry ice, and homogenized in RLT lysis buffer (Qiagen). Ribonucleic acid was purified with the RNeasy Mini Kit (Qiagen) according to the manufacturer's protocol, and potential genomic DNA contamination was eliminated with the RNase-free DNase set (Qiagen). Total RNA was eluted in RNAse-free water and its concentration was quantified with a NanoDrop 1000 microvolume spectrophotometer (Thermo Scientific). Ribonucleic acid quality was assessed with the Agilent RNA 6000 pico and Agilent RNA nano kits on a 2100 Bioanalyzer by the transcriptomic core facility of the CHUQ (Agilent). The RNA integrity numbers were in the range of 8.10 to 9.60 (S1 Fig). Samples were stored at −80°C until use.

### MicroRNA microarray profiling

Total RNA samples from the proximal epididymis (*i*.*e*. initial segment/caput) of three control and three Dicer1 cKO mice were used for microarray comparative analysis to identify Dicer1-dependent mature miRNAs produced by principal cells in this region. For each sample, 400 ng of total RNA were labeled with the FlashTag Biotin HSR Labeling Kit (Affimetrix, Santa Clara, USA) and hybridized to the GeneChip miRNA 4.0. Array (Affymetrix). This array covers 203 organisms, including human, rat and mouse, and contains 30,424 probe-sets, of which 1,908 correspond to murine mature miRNA sequences and 1,255 to miRNA precursor sequences. Probe-sets refer to nucleic sequences released in miRBase v.20.0 (http://www.mirbase.org/). Microarrays were scanned using the Affymetrix GeneChip Scanner 3000 7G and the Affymetrix GeneChip Command Console Software (Affymetrix, Santa Clara, CA), to produce the intensity files. The image data were analyzed with Expression Console software for quality control (Affymetrix) (S2 Fig) and extracted with GeneChip Operating Software (GCOS v 1.4; Affymetrix). CEL files were imported and analyzed with Partek Genomics Suite 6.5 software (Partek Incorporated), following a Robust Multiarray Analysis (RMA) background correction. All miRNA microarray data have been deposited in the Gene Expression Omnibus (GEO) repository database for public access (#GSE77139).

### Whole-transcript expression profiling

Total RNA samples from the *corpus* and the *cauda* epididymal regions of three controls and three Dicer1 cKO mice were used to determine the transcript signature found in these regions. Microarray analyses were performed by the CHUQ Gene Expression Platform (Quebec, Canada). Samples were hybridized to the GeneChip Mouse Gene 2.0 ST (Affymetrix). This array encompasses 35,240 transcript probe-sets, from three transcript data sources (*i*.*e*. RefSeq, Ensembl and lncRNA db). As described above, microarrays were scanned using the Affymetrix GeneChip Scanner 3000 7G and Affymetrix GeneChip Command Console software (Affymetrix, Santa Clara, CA), to produce the intensity files. The image data were analyzed with Expression Console Software for quality control (Affymetrix) (S2 Fig) and extracted with the GeneChip Operating Software (GCOS v 1.4; Affymetrix). CEL files were imported and analyzed with Partek Genomics Suite 6.5 software (Partek Incorporated). All gene expression microarray data have been deposited in the Gene Expression Omnibus (GEO) repository database for public access (#GSE77139).

### Bioinformatics analyses

Robust Multiarray Analysis (RMA) background correction was applied to all microarrays prior to expression analysis by using Partek’s software (Partek Incorporated, St Louis, MO, USA). Differentially expressed miRNAs or transcripts were analyzed by ANOVA pair-wise comparison between the distinct epididymal regions of Dicer1 cKO *vs*. Control mice. Principal component analysis (PCA), unsupervised hierarchical clustering, and volcano plots were performed with Partek Genomics Suite 6.5 software.

*In silico* study of biological pathways modified in Dicer1-cKO mice were performed using Ingenuity Pathway Analysis (IPA) software (http://www.ingenuity.com/), Gene Set Enrichment Analysis (GSEA, (http://www.broadinstitute.org/gsea/index.jsp), and the ClueGO Cytoscape program v2.2.2, 2015 (http://www.ici.upmc.fr/cluego/). Unless specified otherwise, stringency cut-off for gene set analysis was set to a fold-change > 1.5 and p < 0.01.

### Production/isolation of extracellular vesicles (EVs) from DC2 cell lines

DC2 cells are immortalized murine principal cells isolated from the caput epididymidis that were kindly provided by Professor Marie-Claire Orgebin-Crist (Vanderbilt University School of Medicine, Nashville, TN). DC2 cells were cultured in Iscove's Modified Dulbecco's Medium (IMDM) (Invitrogen, ON, Canada) supplemented with 5α-di-hydrotestosterone (DHT, 1 nM) and 10% fetal bovine serum (Invitrogen, ON, Canada) at 32.8°C as described previously [35]. Confluent monolayers of DC2 cells were washed twice with PBS prior to treatment. For fluorescent detection of EVs secreted from epididymal principal cells, DC2 cells were incubated for 30 min with 10 μM CellTracker Green CMFDA Dye (Life Technologies, ON, Canada) in IMDM without serum, and then washed again twice with PBS as previously described [36]. Cells were then incubated with 1 μM calcium ionophore with or without exosome-free serum for 30 min or 24 h. To produce exosome-free serum, FBS was filtered through a 0.22-μm-pore-size membrane (Sarstedt, QC, Canada) and centrifuged overnight at 120 000 × *g*. This was followed by another centrifugation for 80 min at 120 000 × *g* [37]. Efficiency of EV depletion was assessed by high-sensitivity flow cytometry (HS-FCM) and zetasizer as described below. After incubation, cell culture supernatants were collected and centrifuged for 10 min at 800 × *g* to eliminate cells and apoptotic bodies, then aliquoted and frozen at −80°C prior to analysis. For EV purification, the supernatant was filtered and centrifuged for 80 min at 120 000 × *g* and then washed with PBS and centrifuged again for 80 min at 120 000 × *g*. The pellet was then resuspended in 150 μl of PBS.

### Immunocytochemistry

For immunostaining, the DC2 cells were cultured on an 8-chamber slide (Lab-Tek, Nunc Inc. Naperville, Illinois), then washed twice with PBS and fixed in precooled (−20°C) 100% methanol solution for 2 min. Cells were then washed again twice with PBS and air-dried prior to storage at −20°C until use. The fixed cells were serially hydrated for 15 min with PBS, then treated with PBS pH 7.2 containing 1% SDS for 4 min at room temperature. The slides were washed twice with PBS for 5 min then incubated with PBS containing 1% (w/v) BSA (Sigma, St-Louis, MO) for 15 min. The fixed cells were incubated with FITC-conjugated anti-cytokeratin antibody (1:100, F3418, Sigma, St-Louis, MO) overnight at 4°C in a moist chamber. Cells were then washed twice in high salt PBS (PBS containing 2.7% (w/v) NaCl) for 5 min and then washed twice with PBS for 5 min. DAPI mounting medium (VectaShield, H-1200, Vector Laboratories, Burlingame, CA) was used prior to coverslip application and immunofluorescence-stained samples were examined with a Zeiss Axioskop 2 epifluorescence microscope (Carl Zeiss Canada).

### Characterization of extracellular vesicles (EVs) by high-sensitivity flow cytometry (HS-FCM) and zetasizer

Extracellular vesicles secreted from cultured DC2 cells were analyzed using highly sensitive technologies, such as HS-FCM and nanosizer, which were adapted for the detection of small particles.

#### HS-FCM

CMFDA-positive EVs were directly detected from cell culture supernatants with a FACS Canto II (BD Biosciences, CA, USA) equipped with powerful blue laser (100 mW) and a forward scatter (FSC) coupled to a photomultiplier tube (PMT) "small particles option" (FSC-PMT). This sensitive approach allows the detection of labelled EVs without performing a preliminary purification step. With the exception of Tween 20, all buffers used for flow cytometry were filtered through a 0.22-μm-pore-size membrane. In brief, 50 μl of cell culture supernatants were incubated for 30 min at room temperature, either alone or in the presence of Triton X-100 (0.05%), EDTA (50 μM) or Tween 20 (15%) as negative controls prior to antibody/probe labelling [36, 38]. Each antibody/probe was incubated in annexin V buffer alone, in the absence of cell culture supernatant to determine the background noise. EVs were characterized according to exposure of exosome-like vesicle markers such as CD9, and phosphatidylserine. For EV labelling, 2.5 μl of fluorescent V450-conjugated annexin V (BD Biosciences, CA, USA) and/or 0.25 μg of FITC-conjugated anti-CD9 antibody (Abcam, ON, Canada) were incubated for 30 min in annexin V buffer with the cell culture supernatant at room temperature in a final volume of 200 μl. For all conditions, 15-μm diameter polystyrene microspheres (Polyscience, PA, USA) were added to each tube, and 1,500 beads per sample, determined by fluorescence, were acquired for acquisition normalization, as previously described [39]. Flow cytometry detection was performed using a Fourier optical transformation unit. Data were analyzed with the FloJo program.

#### Zetasizer Nano-ZS

Size distribution of small particles was analyzed with the Zetasizer Nano-ZS (Malvern Instruments, Ltd., Malvern, United Kingdom) on culture cell supernatants or purified EVs as previously described [40]. This approach uses the Dynamic Light Scattering (DLS) system by measuring Brownian motion of small particles in suspension, which correlates with particle size. Phosphate buffered saline or cell culture medium without EVs were used as negative controls. The data represent the average of two sets of 12–17 measurements, performed at 4°C.

### Small RNA purification

Small-sized RNAs (< 100 nt), including miRNAs, were purified from DC2-derived EVs and caput epididymidis. After solubilization of the EV pellet or of the powdered-tissue in lysis buffer, small RNAs were purified using the mirVana TM miRNA Isolation Kit (Life Technologies) according to the manufacturer’s recommendation and following the procedure for small RNA enrichment. Small RNAs were eluted in 50 μl of RNAse-free water at 90°C. Small RNA concentration was determined using a NanoDrop 1000 microvolume spectrophotometer.

### Reverse transcription and quantitative real-time PCR (qRT-PCR)

The most significant changes detected in transcript and miRNA levels between Control and Dicer1 cKO mice were validated by qRT-PCR using two adapted methodologies.

#### qRT-PCR on transcripts

Real-time PCR quantification of transcripts differentially expressed in the *corpus* and *cauda* was performed to validate the cDNA microarray results. In brief, 200 ng of total RNA extracts were denatured with 2 μg of random primers and 10 mM of each dNTP for 5 min at 65°C and then transferred directly onto ice. After addition of First-Strand Buffer (Life Technologies), 0.2 μM dithiothreitol (Invitrogen), 40 units of RNase inhibitor (Invitrogen) and 200 units of SuperScript II Reverse Transcriptase (Life Technologies), the mixture was incubated for 10 min at 25°C, 60 min at 42°C and finally 15 min at 70°C. Quantitative RT-PCR was performed on reverse transcribed (RT) templates with specific primers by using the LightCycler FastStart SYBR Green I kit (Roche Diagnostics). As a first step, temperature gradients and standard curves were performed to determine the optimal annealing temperatures and to assess primer efficiencies for each primer set. Three to four points were used to plot the standard curve. For the qRT-PCR reaction, 0.5 μM of specific forward and reverse primers and 4 μl of cDNA samples were added to the SYBR Green I master mix (Roche). A negative control performed in absence of RT template (NTC) was included. Samples were incubated at 95°C for 10 min followed by 45 cycles of three amplification steps: 95°C for 10 s, the optimal primer-specific temperature for 10 s and 72°C for 30 s. Samples were denatured at 95°C for 10 s and then cooled to 65°C for 60 s at 20°C per second for melting-curve analysis. Fluorescence signals were continuously collected at 530 nm from 65°C to 95°C, with a temperature change rate of 0.2°C per second. Primers used in this study and their respective characteristics are listed in S1 Table. Each qRT-PCR reaction was performed in duplicate on three biological replicates and normalized to *Gapdh*. Amplified products were resolved on a 2% agarose gel and sequenced to certify specificity of amplification. Results are expressed as relative quantification values based on cycle threshold (Ct) comparison between the different samples, and were analyzed using the Pfaffl method to calculate fold inductions [41].

#### qRT-PCR on miRNAs

Quantitative RT-PCR of miRNAs differentially expressed in the initial segment/caput epididymidis was performed to validate miRNA microarray results, as previously described [42, 43]. In brief, specific miRNAs present in total RNA extracts were first reverse transcribed using a stem-loop primer. Ten to 15 ng of total RNA extract were denatured with 1 μM of the appropriate stem-loop primer, and 10 mM of each dNTP for 5 min at 65°C and then transferred directly onto ice. After addition of First-Strand Buffer (Life Technologies), 10 mM dithiothreitol (Invitrogen), 4 units of RNase inhibitor (Invitrogen) and 50 units of SuperScript II Reverse Transcriptase (Life Technologies), the mixture was incubated for 30 min at 16°C, followed by 60 cycles of: 30 s at 30°C, 30 s at 42°C and 1 s at 50°C. A final 5-min incubation at 85°C was performed to inactivate the reverse transcriptase. Quantitative RT-PCR was performed with 4 μl of cDNA samples added to 0.5 μM of forward and universal primer and 4 μl SYBR Green I master mix, for a total volume of 10 μl. A no-template control was included (NTC) in each PCR reaction. Samples were incubated at 95°C for 5 min followed by 42 cycles of two amplification steps: 95°C for 5 s and 60°C for 10 s. Samples were denatured at 95°C for 10 s and then cooled to 65°C for 60 s at 20°C per second for melting-curve analysis. Fluorescent signals were continuously collected at 530 nm from 65°C to 95°C. All the miRNAs primers used in this study are listed in S2 Table. The qPCRs were performed in duplicate on three biological replicates and normalized to Let7b expression. Amplified products were resolved on a 3.5% agarose gel to confirm the size of the amplified product. Results are expressed as relative quantification values based on cycle threshold (Ct) comparison between the different samples and were analyzed using the Pfaffl method to calculate fold inductions.

### Western-blot

Protein extraction from initial segment/caput, corpus and cauda epididymides from control (n = 3) and Dicer1 cKO (n = 3) mice was done mechanically on ice in RIPA buffer (150 mM NaCl, 50mM Tris, 0,1% SDS, 1% Triton, 0,5% deoxycolate, 1mM EDTA, pH 7,4). Cell debris was removed by centrifugation at 4^°^C for 15 minutes. Protein extracts were denatured and reduced by boiling in Laemmli sample buffer at 90^°^C for 5 minutes. According to the dynamic range of Zinc-alpha-2-glycoprotein (AZGP1, also known as ZAG) and β-actin detection (S3 Fig), 20μg of proteins were loaded on SDS-PAGE gel of 10% acrylamide and transferred onto cellulose membranes using the Trans-Blot Turbo system (Bio-Rad). Membranes were blocked in 5% milk in PBS containing 0,05% Tween 20 for 1 hour and then incubated overnight at 4^°^C with a rabbit polyclonal antibody against AZGP1 (Antibodies-online Inc. Atlanta, No. ABIN2707262)(1:500) in 5% milk in PBS 1X. After three washes in PBS with 0.05% Tween 20, membranes were incubated with a donkey anti- rabbit IgG conjugated to horseradish peroxidase for 1 h at room temperature. After three further washes, antibody binding was detected with the Western Lightning Plus-ECL reagent (PerkinElmer, Inc, Waltham, MA 02451) and the ChemiDoc MP Imaging System (Bio-Rad). Quantification of AZGP1 was performed by measuring the band volume intensity with ImageLab system (BioRad) and normalized on β-actin expression.

### Immunofluorescence on spermatozoa

Epididymal spermatozoa were collected from the cauda epididymidis by intraluminal perfusion with PBS [44] and treated for immunofluorescence as previously described [45]. After extensive washes in PBS, spermatozoa were fixed in Periodate-lysine-paraformaldehyde fixative (PLP) for 15 min, permeabilized with 2% Triton X-100 for 15 minutes, washed in PBS, and blocked for 30 min in 1% BSA/PBS. Spermatozoa were incubated overnight at 4^°^C with polyclonal rabbit antibody against AZGP1 or purified rabbit IgG (negative control), diluted to 5 mg/ml and for 30 minutes at room temperature with Alexafluor 488-conjugated goat anti-rabbit antibody (Jackson ImmunoResearch Laboratories), diluted to 2 mg/ml. Peanut agglutinin (PNA) -FITC (Sigma) was added at final concentration of 50μg/ml to label the sperm acrosomal region. After washes in PBS, a drop of sperm suspension was deposited on surperfrost slides (Fisherbrand, Pittsburgh, PA) and counterstained with Vectashied mounting medium containing DAPI. Image acquisition was performed on Olympus IX81-ZDC fluorescent microscope equipped with a Spinning Disc confocal system (Quorum Technologies, Guelph, ON) and Metamorph NX software.

### Immunohistochemical staining

Cryosections of 10 μm were prepared from paraffin-embedded epididymal tissues from control (n = 3) and Dicer1 cKO (n = 3) mice. Following deparaffinization, endogenous peroxidase activity was quenched with 3% H_2_O_2_ (v/v) in methanol for 10 minutes. Sections were washed for 5 minutes in 95% ethanol and 5 minutes in PBS. Non-specific binding sites were blocked with 10% goat serum in PBS for 1 h. Antibodies against AZGP1 were diluted (1:50) in DAKO (Dako North America, Inc.) and applied overnight at 4^°^C. For control sections, PBS replaced the primary antibodies. Sections were subsequently incubated with biotinylated goat anti-rabbit antibody for 60 min, and with ABC elite reagent (Vector Laboratories, Inc. Burlingame, Ca) for 30 min. Immunostaining was revealed using 3-amino-9-ethylcarbazole (AEC). Mayer’s haematoxylin solution was used for counterstaining, and mounted under cover slips using an aqueous mounting medium (Sigma). Slides were observed under a Zeiss Axioskop2 Plus microscope linked to a digital camera from Qimaging. Images were captured using the QCapture Pro (Qimaging Instruments).

### Statistical analysis

#### HS-FCM

Data were analyzed by one-way ANOVA with Dunnett’s multiple comparison test as post-hoc test with 95% confidence intervals using the GraphPad Prism 5 program. Data are presented as the mean ± SEM. Each experiment was repeated at least three times.

#### qRT-PCR on cDNA

Data were analyzed by multiple t-tests corrected for multiple comparisons using the Holm-Sidak method with 95% confidence intervals using the GraphPad Prism 5 program. Data are presented as the mean ± SEM. Each experiment was repeated on three biological samples/group.

#### qRT-PCR on miRNAs

Data were analyzed by unpaired t-test with 95% confidence intervals using the GraphPad Prism 5 program. Each experiment was repeated on three biological samples/group.

## Results

### Identification of Dicer1-dependent microRNAs in principal cells from the proximal epididymidis

Principal cells of the epididymis participate in the secretion of EVs, referred to as epididymosomes (For review, [17]). These EVs transport a large diversity of small non-coding RNAs, including miRNAs, and participate in extracellular communication mechanisms between somatic cells and the maturing sperm cells [28, 30, 46]. In order to identify Dicer1-dependent miRNAs that are mainly derived from principal cells of the proximal epididymidis, we performed a comparative microarray analysis of the miRNA profile found in Dicer1 cKO *vs*. control mice.

Analysis of variance analysis performed on these datasets indicates that the miRNA signature is significantly modified in the Dicer1 cKO mouse, with decreased detection of 114 mature miRNAs and increased detection/enrichment of 40 mature miRNA sequences (fold change > 2 or < −2 and p-value < 0.01) (Fig 1A, S3 Table). Most of these miRNAs are highly conserved as 91% are positively detected by the miRNA probe-sets from more than four distinct organisms. Among murine miRNAs that display highly significant changes (fold change > 2 or < −2 and p-value < 0.01), nine mature miRNAs (*miR-138-5p*, *miR-204-3p*, *miR-425-5p*, *miR-672-5p*, *miR-99b-3p*, *miR-191-5p*, *miR-200c-3p*, *miR-671-3p*, and *miR-652-3p*) were detected with a lower intensity level in Dicer1 cKO mice compared with the control, whereas five miRNAs (*miR-205-5p*, *miR-7019-5p*, *miR-7653-5p*, *miR-466-5p* and *miR-669-5p*) were slightly enriched in the Dicer1 cKO mice (Table 1). The mature miRNA most affected by Dicer1 inactivation in principal cells is *miR-138-5p*, as its expression intensity is decreased by a factor of 26 with an intensity level below the threshold of detection in Dicer1 cKO mice.

Contrary to the mature miRNA species, the expression of murine stem-loop precursors is not significantly modified in Dicer1 cKO mice *vs*. control (fold change > 1.5 or < −1.5, p-value < 0.01), with the exception of *pre-miR-375*, which shows a 1.7-fold downregulation (S3 Table).

**Fig 1:**
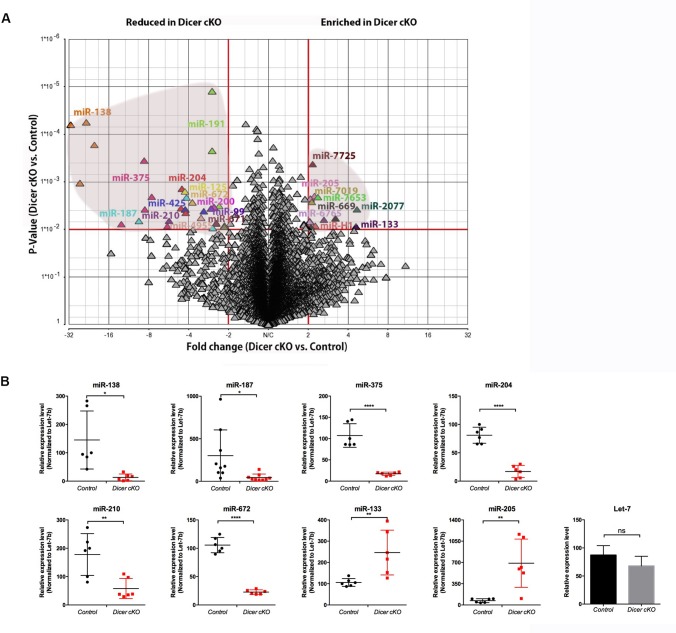
miRNA signature change in the proximal epididymis region (*i*.*e*. initial segment/caput) of Dicer1 cKO mice. **(A)** The different miRNA profiles of Dicer1 cKO and control mice are plotted on the volcano plot according to two-way ANOVA parameters, *i*.*e*. p-value and fold-change. Only miRNAs with a fold change above 2 and a p-value below 0.01 (red lines) are annotated. **(B)** Changes in mature miRNA production in Dicer1 cKO were assessed by qRT-PCR. Data represent experimental duplicates on n = 3 biological samples per group and are normalized to Let-7b expression. ns: non significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**Table 1:** List of murine mature miRNAs displaying a reduced or increased intensity of detection in Dicer1 cKO *vs*. control (Ctrl) mice.

	MicroRNA	Fold-Change (Dicer1 cKO *vs*. Ctrl)	P-value (Dicer1 cKO *vs*. Ctrl)
↑ **in Dicer1 cKO**	mmu-miR-138-5p	-26,449	0,00106
	mmu-miR-204-3p	-4,49045	0,00140
	mmu-miR-425-5p	-4,24086	0,00380
	mmu-miR-672-5p	-3,74912	0,00271
	mmu-miR-99b-3p	-2,71028	0,00362
	mmu-miR-191-5p	-2,65916	0,00001
	mmu-miR-200c-3p	-2,57172	0,00340
	mmu-miR-671-3p	-2,47448	0,00744
	mmu-miR-652-3p	-2,14466	0,00837
↓ **in Dicer1 cKO**	mmu-miR-205-5p	2,07404	0,00226
	mmu-miR-7019-5p	2,12703	0,00265
	mmu-miR-7653-5p	2,3651	0,00209
	mmu-miR-466m-5p	3,2093	0,00585
	mmu-miR-669m-5p	3,2093	0,00585

We used qRT-PCR to assess the detection level of eight mature miRNA candidates whose expression intensity is changed in the proximal epididymidis of Dicer1 cKO compared with control mice (Fig 1B). Among these, six miRNAs (*miR-138*, *miR-187*, *miR-375*, *miR-204*, *miR-210* and *miR-672*) are consistently and significantly detected at a lower intensity level (*i*.*e*., elevated Cq value or Cq values below the detection threshold) in Dicer1 cKO *vs*. control mice. At the opposite, *miR-133* and *miR-205* display a significant increased expression level in Dicer1 cKO compared to control group.

### *miR-210*, *miR-672*, *miR-191* and *miR-204* are secreted from principal cells via extracellular vesicles

Extracellular vesicles secreted by epithelial cells of the epididymis are heterogeneous in terms of size, nucleic acid content, lipid composition, and marker protein exposure [27, 30, 47, 48]. Whereas a significant amount of epididymal fluid can be collected from the intraluminal compartment of large mammalian species by microperfusion, epididymal fluid retrieval from the proximal mouse epididymis is challenging and the yield is insufficient for downstream analyses. In our study we used the previously characterized DC2 epididymal cell line [35, 49] to 1) isolate and “characterize” EVs secreted by principal cells of the proximal epididymis and to 2) determine the route of secretion of Dicer1-dependent miRNAs (Fig 2A).

**Fig 2:**
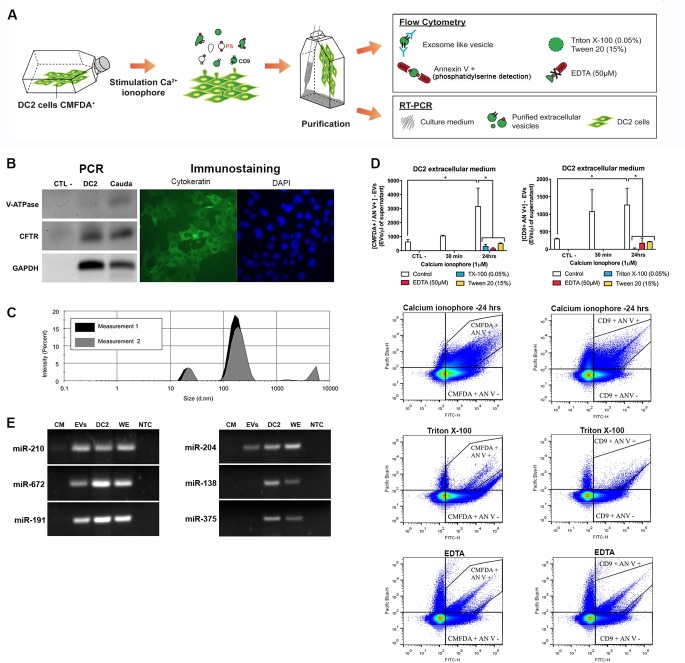
Secretion of Dicer1-dependent miRNAs from DC2 cells via extracellular vesicles (EVs). **(A)** Schematic view of DC2 derived EVs analysis. DC2 cells were cultured, labelled with CMFDA dye and stimulated with calcium ionophore to induce EVs production. EVs were characterized according to i) their surface antigens (*e*.*g*. CD9 marker, phosphatidylserine (PS) by flow cytometry, and to ii) their miRNA content by RT-PCR. **(B)** Detection of *Cftr* (principal cell marker) and *Atp6v1b1* (B1 V-ATPase subunit, clear cell marker) in cauda epididymis and DC2 cell line extracts by end-point PCR. Immunostaining for cytokeratin (green) on DC2 cells. Nuclei were counterstained with DAPI. **(C)** Size distribution of EVs released from DC2 cells in culture measured in a Zetasizer. This plot is representative of acquisitions performed twice on three distinct biological replicates. **(D)** Detection of CMFDA-positive EVs released from CMFDA-labeled DC2 cells by High-Sensitivity Flow Cytometry (HS-FCM). Supernatants from DC2 cells stimulated or not with 1 μM calcium ionophore for 30 min or 24 h were analyzed by HS-FCM for EV detection after annexin V (phosphatidylserine detection) and CD9 labeling. Controls include Triton X-100 0.05% that solubilizes most membranous particles, and EDTA 50 μM that inhibits annexin V labelling. **(E)** Detection of Dicer1-dependent miRNAs in DC2-derived EVs by end-point PCR in cells, whole tissue, and extracellular medium extracts. CM: culture medium; EVs: purified extracellular vesicles; DC2: culture medium-free DC2 cells; WE: whole epididymis; NTC: no-template control.

As shown by immunofluorescent staining (Fig 2B), DC2 cells are positive for cytokeratin protein, a marker of epithelial cells. In addition, these cells express the cystic fibrosis transmembrane conductance regulator (*Cftr*) principal cell marker and are negative for the B1 subunit of the V-ATPase (*Atp6v1b1*) clear cell marker (Fig 2B)[49]. This confirms that DC2 cells maintain their differentiated cell features under the culture conditions used in our study. As assessed by zetasizer analysis, the size distribution of particles released from DC2 cells after 24 h in culture falls between the range of 90–400 nm, with a mean peak at 192.2 ± 32.06 (diameter nm ± standard deviation) (Fig 2C). This size distribution aligns with the size range previously assessed by electron microscopy for epididymosomes collected from epididymal tissue [48]. In order to further define the properties of the small particles released from DC2 cells, we used HS-FCM to examine the presence of specific EV markers (*i*.*e*. phosphatidylserine exposure and CD9 exosomal marker detection) and determined their membrane susceptibility to detergents (Fig 2A and 2D). Since HS-FCM is a highly-sensitive detection method, we pre-stained DC2 cells with CMFDA Cell Tracker Green in order to limit the detection of non-specific particles. In addition, all experiments were performed on DC2 cells cultured with medium containing EV-depleted FBS (refer to Material and Methods section). In the non-stimulated control condition, the concentration of CMFDA/annexin V-positive EVs and CMFDA/CD9-positive EVs was approximately 700 EVs and 350 EVs per μl of cell culture supernatant (Fig 2D, top panel). Both EV subpopulation concentrations significantly increased after 24 h of treatment in the presence of 1 μM calcium ionophore, with fold increases of 4.2 and 3.5, respectively. Of importance was the observance of 90–95% cell viability after 24 h of treatment with the calcium ionophore (not shown), which suggests that apoptotic bodies were not major components measured in DC2 cell culture supernatants. In addition, EV solubilization by detergent (Triton X-100, 0.05% and Tween 20, 15%) and calcium chelation by EDTA, which inhibits annexin V binding, significantly decreased CMFDA/annexin V-positive and CMFDA/CD9-positive EV concentration.

We next verified the susceptibility of Dicer1-dependent miRNAs to be released from principal cells via EVs. To this end, we isolated EVs derived from DC2 cells, and collected medium-free DC2 cells. The respective miRNA content of these samples was analyzed by end-point PCR (Fig 2E). Among Dicer1-dependent miRNAs investigated (Fig 1), *miR-138* and *miR-375* were detected in both DC2 cell extracts and whole epididymis control tissue, whereas these miRNAs were undetected in EV extracts. Conversely, *miR-210*, *miR-672* and *miR-191* and *miR-204* were present in both cell and EV extracts, suggesting the presence of a selective mechanism of miRNA secretion from principal cells of the epididymis.

### Gene expression pattern is altered in the corpus and cauda epididymidis from Dicer1 cKO mice

Segmented gene expression in the epididymis is regulated by several factors, including hormones, transcription factors and paracrine factors [21, 50]. In this study, we provide evidence that the production of some miRNAs is reduced in the Dicer1 cKO mouse model, and that epididymal principal cells from the proximal epididymis secrete some of these miRNA *in vitro*. 

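The corpus and cauda epididymidis of 3 control mice (Dicer1fl/fl) and 3 Dicer1 cKO mice (Defb41iCre/wt;Dicer1fl/fl) were profiled on 12 whole transcript arrays, 3 for each region and genotype, after the paired tissues of the same region of a mouse had been pooled. In the cKO, Cre recombinase is made under the Defb41 promoter in principal cells of the initial segment and caput epididymidis, so that Dicer1 is deleted upstream of both regions analysed. The Dicer1 transcript itself had a log2 intensity of 7.49 ± 0.15 (SD, n = 3) in the control corpus and 7.54 ± 0.11 (SD, n = 3) in the cKO corpus, a log2 fold change of 0.05 (standard error 0.12, adjusted p = 0.963 from limma). In the cauda it was 7.58 ± 0.066 (SD, n = 3) in controls and 7.75 ± 0.03 (SD, n = 3) in cKO mice, a log2 fold change of 0.17 (standard error 0.12, adjusted p = 1 from limma). As the deletion takes place outside these regions, the Dicer1 signal checks no sample label. The sample labels describe the labelling and array used for miRNAs, whereas the methods name the Mouse Gene 2.0 ST array for corpus and cauda RNA, and the probe-set identifiers of the values are those of the latter.
The deposited values are log2 intensities that the authors normalized by robust multi-array averaging (RMA). They cover 41345 probe-sets, of which 23521 are annotated with 1 gene symbol, 1814 with several and 16010 with none here, and 22180 genes have at least 1 probe-set of their own. Array medians lay between 5.19 and 5.31. Pearson correlations between arrays over all probe-sets were 0.970 to 0.986 within groups and 0.957 to 0.984 between groups. The first principal component, with 26.0% of the variance, parted corpus from cauda arrays. On the second, with 13.8%, corpus cKO replicates 1 and 2 lay at -58.8 and -53.7 and corpus cKO replicate 3 at 36.6, beside the corpus controls at 9.68 to 35.0.
The means of the 4 groups were fitted with limma, which moderates the variance of each probe-set by that of all others, and p-values were adjusted by Benjamini-Hochberg over all 41345 probe-sets. Contrasts of the same 4 groups with each probe-set's own variance, as the methods describe, served as the alternative and are called the methods' pairwise contrasts. Gene lists for cell types and pathways of the epididymis, with 1 probe-set per gene, were tested with camera at a preset correlation of 0.01, adjusted over 32 lists in both regions. They were fixed before the data, meaning the deposited values, were examined. The paper's text, figures and supplementary tables, which hold results of these arrays, had been read by then. In simulated data with a spread estimated from these arrays, 46.1% of genes shifted by 1 on the log2 scale in the corpus, 75.4% of those shifted by 1.5 and 89.8% of those shifted by 2 reached an adjusted p under 0.05 from limma. In the cauda 43.1%, 74.6% and 84.7% did. The simulated noise was independent between genes and had the same variance in all groups. On the real corpus arrays Ifit1 had an SD of 0.266 in controls and 0.982 in cKO mice, so the shares can overstate the recovery here. For a single value, 3 mice against 3 cannot give an exact permutation p below 0.1.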

To assess whether Dicer1-dependent factors, including miRNAs, could act as paracrine factors in the control of epididymal gene expression, we performed a comparative microarray analysis on gene expression patterns found in the corpus and cauda regions of Dicer1 cKO *vs*. control mice. 

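Corpus and cauda arrays differed in genes of the epididymal epithelium, of its muscle layer and of positional identity. In control mice, 733 probe-sets were higher and 723 lower in the cauda than in the corpus at an adjusted p under 0.05 from limma, and in Dicer1 cKO mice 676 were higher and 435 lower. Higher in the cauda was Spink14, a Kazal-type serine protease inhibitor, whose log2 intensity was 5.34 ± 1.62 (SD, n = 3) in the control corpus and 12.7 ± 0.066 (SD, n = 3) in the control cauda (log2 fold change 7.38, standard error 0.59, adjusted p = 0.000119 from limma). Pate9 (5.61), Lce6a (4.76), Klk1b27 (4.48), Slc7a15 (4.43) and Svs1 (3.84) were higher as well on the log2 scale. In the control corpus Pate9 and Lce6a had means of 4.26 and 3.54, below the array medians, so that the size of their change is limited by background and the order of these genes is not read from it. Spink14, Pate9, Slc7a15 and Svs1 were lower on corpus control replicate 3 than on replicates 1 and 2 (Spink14 3.635 against 5.517 and 6.855). The size of their change leans on that array. On the corpus side, St8sia5, a sialyltransferase, was lower in the cauda by a log2 fold change of -4.34 (standard error 0.30, adjusted p = 7.78e-05 from limma), and Spint5 (-5.71), Pate3 (-5.69), Defb22 (-4.85), Dgkk (-4.81) and BC048679 (-4.66) were lower as well, at adjusted p-values of 0.0208 or less. The control cauda mean of Dgkk, 4.405, also lay below the array medians, with the same limit on its size. Spint5, Pate3, Defb22 and BC048679 were far lower on cauda control replicate 3 than on replicates 1 and 2 (Spint5 4.24 against 7.88 and 7.14), so that the size of their change leans on that array.
All 12 smooth muscle markers were higher in the control cauda, where the muscle coat of the duct is thickest (median log2 fold change 1.86, 11 at an adjusted p under 0.05 and 12 when adjusted over the list alone), among them Synpo2 at 2.50, Cnn1 at 2.18 and Myh11, the smooth muscle myosin heavy chain, at 2.06. Of 12 posterior Hox genes, which set position along the body axis, 5 were higher and 1 was lower in the cauda, with the same counts when adjusted over the list alone. Hoxd10 (2.42, adjusted p = 9.61e-05 from limma) and Hoxa10 (2.20) were higher and Hoxc9 (-1.03) was lower. Of 38 genes of the initial segment and caput, 35 lay lower in the cauda than in the corpus (median -1.85), 7 of them at an adjusted p under 0.05 and 14 when adjusted over the list alone, and 1 was higher by both. Over the 32 lists tested, camera gave adjusted p = 1.59e-19 for smooth muscle markers, 0.00365 for posterior Hox genes and 2.52e-09 for initial segment and caput genes, against adjusted p = 0.0539, 0.196 and 0.267 with an estimated correlation. The caput list averaged 6.42 and 6.24 in cauda replicate 3 of control and cKO mice, and 7.94 to 8.64 on the other 4 cauda arrays, and its median was -1.06 without cauda control replicate 3.
By the methods' pairwise contrasts 1046 probe-sets differed between regions in control mice and 870 in cKO mice. The control count of 1456 fell to 824 and 823 without cauda control replicates 2 and 3, and to 900, 928 and 669 without corpus control replicates 1, 2 and 3, and the cKO count of 1111 fell to 731, 614 and 615 without cauda cKO replicates 1, 2 and 3.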

Segment-specific expression of transcripts (*e*.*g*. members of the Defensin family) and miRNAs (*e*.*g*. *miR-204-5p and miR-196)* along the epididymis of control and Dicer1-cKO mice validated the purity of the tissue analysed (S4 Fig). 

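In the cauda the transcripts that came nearest to the adjusted threshold were mostly lower in Dicer1 cKO mice. Gtsf1, a factor of piRNA-guided silencing in germ cells, had a log2 intensity of 5.32 ± 0.064 (SD, n = 3) in control and 4.14 ± 0.16 (SD, n = 3) in cKO cauda (log2 fold change -1.17, standard error 0.16, adjusted p = 0.0517 from limma). Ccn1, a secreted matricellular protein shown under its older symbol Cyr61 in Fig 3A, was lower by -1.48 (standard error 0.21, adjusted p = 0.0548 from limma), and Zbbx by -1.75 (standard error 0.26, adjusted p = 0.0662 from limma). On the cKO cauda arrays Gtsf1 and Zbbx lay below the array medians, so that the size of their change is limited by background. In the corpus both directions were present: Gdf11, a secreted growth factor of the TGF-beta family, was lower in cKO mice by -1.57 (standard error 0.23, adjusted p = 0.123 from limma), and Ccnd1, cyclin D1 of the cell cycle, was higher by 1.06 (standard error 0.17, adjusted p = 0.171 from limma).
At an adjusted p under 0.05, limma called 0 of 41345 probe-sets in the corpus and 0 in the cauda, and the methods' pairwise contrasts also called 0 in each. At an adjusted p under 0.1, limma called 4 higher and 2 lower in the corpus, and 2 higher and 38 lower in the cauda. At an unadjusted p under 0.05, 1762 probe-sets were higher and 1690 lower in the corpus (3323 in all by the methods' pairwise contrasts), and 756 were higher and 1585 lower in the cauda (2266 by the methods' pairwise contrasts). Without any effect a share of 0.05 of the 41345 probe-sets is expected to pass this threshold, so that many of these calls can be chance. At the threshold of the text, an unadjusted p under 0.001, 138 probe-sets passed in the corpus and 248 in the cauda, and among genes with a probe-set of their own 235 passed in at least 1 region by limma and 122 by the methods' pairwise contrasts.
The genes passing in at least 1 region numbered 105, 143, 126, 115 and 138 without cauda control replicates 2 and 3 and cauda cKO replicates 1, 2 and 3, 138 and 150 without corpus control replicate 2 and corpus cKO replicate 2, and 901 without corpus cKO replicate 3.
The counts of 0 depend on single arrays. Without corpus cKO replicate 3, 376 probe-sets were higher and 485 lower in the corpus at an adjusted p under 0.05 and 118 passed in the cauda. The cauda count was also 116 without corpus cKO replicate 1, 33 without cauda control replicate 1, 8 and 6 without corpus control replicates 1 and 3, and 1 without cauda cKO replicate 3, and it was 90 when only the 6 cauda arrays were fitted.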

Analysis of variance performed on these datasets indicates that the expression level of 141 genes is significantly changed (p < 0.001) in the distal regions of the Dicer1 cKO epididymis (S4–S6 Tables). Among the significantly changed genes, 35 up- and down- regulated genes (25 and 10, respectively) in the corpus region (Fig 3A, left panel), and 33 up- and down-regulated genes (2 and 31, respectively) in the cauda epididymidis of Dicer1 cKO are displayed (Fig 3A, right panel). 

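The corpus of Dicer1 cKO mice was led by transcripts of the interferon response and of epithelial remodelling, and the cauda by lower signal of genes of spermatids and sperm. In the corpus, thrombospondin 1 (Thbs1), a matricellular protein of wounded tissue, had a log2 intensity of 7.10 ± 0.55 (SD, n = 3) in control and 9.60 ± 0.88 (SD, n = 3) in cKO mice, 5.66-fold higher (standard error 0.38 on the log2 scale, adjusted p = 0.155 from limma). Ifit1, an interferon-induced sensor of viral RNA, was 4.91-fold higher, Isg15, a ubiquitin-like modifier, 3.95-fold, Usp18, which removes Isg15 from proteins, 3.73-fold, Rtp4 3.42-fold, Oasl2 3.37-fold, Oas2, which makes the activator of RNase L, 3.30-fold, and Zbp1, a sensor of Z-form nucleic acids, 3.18-fold. Ifi207 (3.60-fold), Gm12250 (3.16-fold) and Sirpb1c (3.03-fold) were higher as well. Lower in the cKO corpus, besides Ffar4, Gdf11 and Pate4, were Gm10823 (-2.76 on the log2 scale), the defensin Defb37 (-2.24), the glutamate transporter Slc1a1 (-2.14, standard error 0.34, adjusted p = 0.171 from limma), the synaptic vesicle protein Syn2 (-1.85), the urea transporter Slc14a2 (-1.70), Cyp2j11 (-1.63), Spint3 (-1.54), the potassium channel Kcnd1 (-1.53), 1700019A02Rik (-1.51) and Lrmda (-1.44).
In the cauda, the testis transcription factor Spz1 had a log2 intensity of 9.21 ± 0.47 (SD, n = 3) in control and 5.55 ± 0.91 (SD, n = 3) in cKO mice, a log2 fold change of -3.66 (standard error 0.88, adjusted p = 0.196 from limma). Besides Pgk2 and Oaz3, lower genes included 1700034E13Rik (-3.59), 4933411K16Rik (-3.42), Fabp9 (-3.33), a fatty acid binding protein of the acrosome, Gapdhs (-3.29), the glycolytic enzyme of the sperm tail, Gm10731 (-3.24), Spem1 (-3.22), Spata18 (-3.13), 1700034I23Rik (-3.08) and Fhl4 (-3.07). Each of these genes is shown by its brightest probe-set with 1 gene symbol, save Pate4, and passed an unadjusted p under 0.002 and over 2-fold, and none reached an adjusted p under 0.05. The lower of the means of Ifi207, Sirpb1c and 1700019A02Rik in the corpus, and of 1700034E13Rik, Pgk2, Gm10731 and 1700034I23Rik in the cauda, lay below the array medians, so that the size of their change is limited by background and no order is read from these values.
At the threshold of Fig 3A (unadjusted p under 0.002 and over 2-fold, probe-sets with 1 gene symbol), limma placed 62 genes higher and 28 lower in the corpus, and 3 probe-sets higher and 166 lower in the cauda; the methods' pairwise contrasts placed 22 higher and 8 lower, and 3 higher and 49 lower. Of the 62 corpus genes, 20 were among the 53 measured interferon-stimulated genes, where 0.15 would be expected of an independent list. Of the 163 genes lower in the cauda, 35 were on the lists of germ cell and flagellar transcripts, with 1.1 expected. The lists were written after the paper had been read. Fig 3A names 6 of the interferon-stimulated genes and 9 of the haploid germ cell transcripts. Members of a list also move together, so the expected counts are no test of chance. All 30 measured genes of Fig 3A passed this threshold in the corpus and 29 of 33 in the cauda by either test, and as the study chose them on these arrays they are no independent evidence of direction. These counts include labels matched by hand to another symbol, Rhbdl2 to Rhbdl1 in the corpus and Lrrc9b to Lrrc8b in the cauda. The cauda label Speer1-ps1 was matched to Speer1. Over the 90 corpus genes, the median change in the direction of the group was 1.59 and 1.55 in cKO replicates 1 and 2 and 0.777 in cKO replicate 3, on the log2 scale. The corpus count of 90 moved to 559 without corpus cKO replicate 3, and to 33, 33 and 46 without corpus control replicate 2, cKO replicate 1 and cKO replicate 2. The cauda count of 169 moved to 58 and 94 without cauda control replicates 2 and 3, and to 92, 64 and 96 without cauda cKO replicates 1, 2 and 3.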

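The gene groups that stood out in the corpus of Dicer1 cKO mice differed from those of the cauda. The 53 interferon-stimulated genes had a median log2 fold change of 1.08 in the corpus and 0.06 in the cauda. The 90 haploid germ cell transcripts had -0.24 in the corpus and -0.94 in the cauda. Genes of epithelial injury and remodelling, such as Thbs1, Krt19 and Tnc, had 0.80 in the corpus (0.53 without corpus cKO replicate 1) and 0.04 in the cauda, where Ccn1 and Ccn2, matricellular genes of the same list, were lower (a second Ccn2 probe-set, of lower signal, had -0.31).
The difference of the cKO effect between the regions, corpus minus cauda, was tested for each list. It was 1.04 for interferon-stimulated genes (adjusted p = 5.66e-33 from camera in limma), 0.62 for haploid germ cell transcripts (8.68e-22), 0.42 for transcripts of the sperm flagellum (1.61e-12) and 0.81 for injury and remodelling genes (7.8e-11). With an estimated correlation the adjusted p was 0.0955, 0.165, 0.165 and 0.0849. Background limits the differences of the germ cell lists, as 34 of 90 haploid and 22 of 44 flagellum genes lay below the median of all values. The haploid list averaged 5.72 in the control corpus and 6.39 in the control cauda, so that a fall had less room in the corpus. For single transcripts, limma and the methods' pairwise contrasts called 0 differences between regions at an adjusted p under 0.05 (151 by limma without corpus cKO replicate 3). At an unadjusted p under 0.05 they called 2687 and 2459, and limma found 26 positive and 15 negative ones among probe-sets with 1 symbol at the threshold of Fig 3A. Among genes whose difference passed an unadjusted p under 0.002 and over 2-fold, Thbs1 leaned to the corpus by 3.27 (standard error 0.54, adjusted p = 0.373 from limma), and Ccn2 (2.08), 1700010D01Rik (2.13), Clca3a2 (2.11), 1700020G17Rik (1.75) and Ccn1 (1.74) also leaned to the corpus. Slc1a1 (-2.19), Lrmda (-1.85), Gdf11 (-1.82), Olfr1338 (-1.76), Rhbdl1 (-1.60), whose probe-set the S6 Table pairs with Rhot2, and Nlrp4f (-1.32) leaned the other way. Signals below the array medians were those of 1700010D01Rik and 1700020G17Rik in the corpus, Olfr1338 in the cauda and Nlrp4f on all arrays. The size of their differences is limited by background, and no order is read from these values.
Of the genes past the threshold of Fig 3A, 1 was shared by the regions, AY761185, higher in both, with a log2 fold change of 1.56 in the cauda (standard error 0.25, adjusted p = 0.0876 from limma). Independent lists of these sizes would share 0.674 in any direction, and 0.00839 higher in both, a direction read from the result. The methods' pairwise contrasts shared the same gene, with 0.0663 expected in any direction and 0.00298 higher in both. Without cauda cKO replicate 2 the shared count was 2, without corpus cKO replicate 3 it was 4, and it was 0 when each region's 6 arrays were fitted alone. Of 166 cauda genes, 151 had the same sign in the corpus, with a median of -0.31 there against -1.67 in the cauda. Of 90 corpus genes, 64 had the same sign in the cauda, with a median of 0.07 there against 1.13 in the corpus. Across 22180 genes, which are not independent replicates, the log2 fold changes of the regions had a Pearson correlation of 0.163 and a Spearman correlation of 0.121. From the lack of overlap among its most significant changes, the paper proposes that the corpus and cauda respond distinctly to Dicer1-dependent factors.

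**Figure D1:**
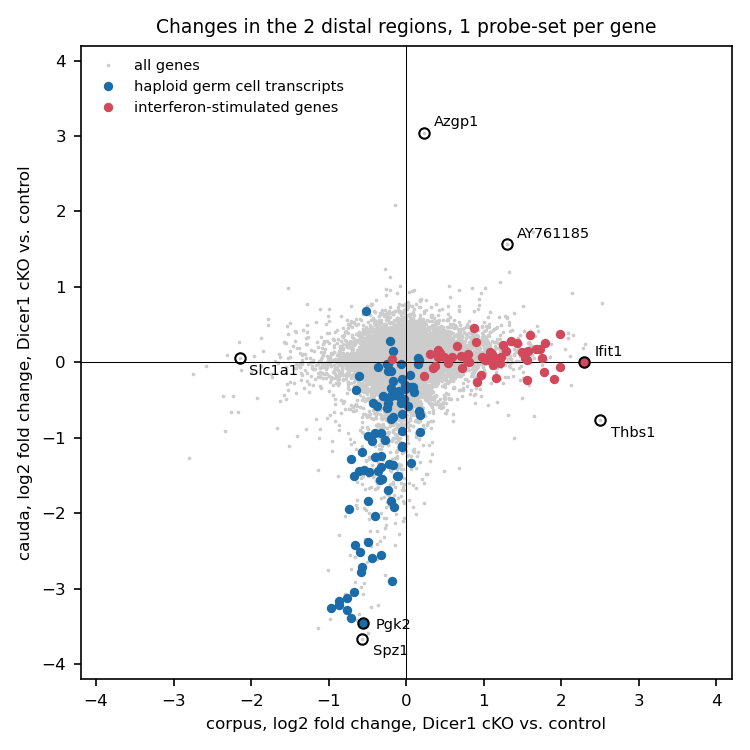
Log2 fold change of Dicer1 cKO over control mice in the corpus (horizontal axis) against that in the cauda (vertical axis), each point being 1 of 22180 genes (grey), with the 53 interferon-stimulated genes in red, the 90 haploid germ cell transcripts in blue and named genes circled. Interferon-stimulated genes spread along the corpus axis around their median of 1.08, and haploid germ cell transcripts along the cauda axis around -0.94.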

Of importance is that none of the most significant changes identified by ANOVA overlap between the corpus and the cauda epididymis, suggesting that these two epididymal regions respond distinctly to Dicer1-dependent factors. *Pate4*, *Azgp1*, *Pdcl2 and Oxct2b* are four genes encoding the prostate and testis expressed 4 protein, the Zn-alpha 2-glycoprotein, Phosducin-like protein 2 and Succinyl-CoA:3-ketoacid coenzyme A transferase 2B, respectively. According to microarray analysis, these genes display a significant fold change in expression that has been validated by qRT-PCR (Fig 3B and 3C).

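Pate4 was lower in the corpus of Dicer1 cKO mice, Azgp1 was higher in their cauda, and Oxct2b and Pdcl2 were lower in their cauda. Pate4 (probe-set 17525425, which the annotation gives to both Pate4 and its neighbour in the family, Pate2) had log2 intensities of 7.04, 7.30 and 7.22 on the control corpus arrays and 4.80, 5.62 and 5.43 on the cKO corpus arrays. This was a log2 fold change of -1.91 (standard error 0.22, adjusted p = 0.0757 from limma). In the cauda, where control mice already had a mean of only 5.06 ± 0.34 (SD, n = 3), the change was 0.17 (adjusted p = 1 from limma). Azgp1 (probe-set 17443710), which encodes a secreted zinc-binding glycoprotein, had 6.03, 6.01 and 5.60 on the control cauda arrays and 9.27, 10.2 and 7.31 on the cKO cauda arrays, 8.25-fold higher in the mean (log2 fold change 3.04, standard error 0.56, adjusted p = 0.129 from limma). In the corpus its change was 0.23 (adjusted p = 0.96 from limma). Oxct2b (probe-set 17418154), a ketone body enzyme of germ cells, was 6.46 ± 0.32 (SD, n = 3) in control and 4.51 ± 0.33 (SD, n = 3) in cKO cauda, and Pdcl2 (probe-set 17448987) was 5.64 ± 0.36 (SD, n = 3) and 4.08 ± 0.34 (SD, n = 3). Their log2 fold changes were -1.94 (standard error 0.31, adjusted p = 0.0876 from limma) and -1.56 (standard error 0.26, adjusted p = 0.0992 from limma), and in the corpus -0.74 (adjusted p = 0.552 from limma) and -0.33 (adjusted p = 0.812 from limma). A second Oxct2b probe-set had -0.26 in the cauda (standard error 0.17, adjusted p = 1 from limma). The cKO cauda means of Oxct2b and Pdcl2 lay below the array medians, so that the size of their change is limited by background. On the corpus arrays Azgp1 had 4.613 to 5.625, mostly below the array medians, and Pdcl2 had 3.859 to 4.787. Pate4 in the control cauda was also below them. These values cannot show that the 3 genes are unchanged in those regions.
In each named region the 3 cKO and 3 control arrays did not overlap for these 4 genes, so that the two-sided exact permutation test gave p = 0.1, the smallest that 3 against 3 allow. In the other region the exact p was 0.5 for Pate4, 0.7 for Azgp1, 0.2 for Oxct2b and 0.3 for Pdcl2. The difference between regions was -2.07 for Pate4 (standard error 0.31, adjusted p = 0.373 from limma) and -2.82 for Azgp1 (standard error 0.79, adjusted p = 0.69 from limma). With 1 array left out, the adjusted p of Pate4 in the corpus from limma ranged from 0.00538 (without corpus cKO replicate 3) to 0.421 (without corpus control replicate 2). In the cauda that of Azgp1 ranged from 0.0113 (without cauda cKO replicate 3, log2 fold change 3.85) to 0.398 (without cauda control replicate 2), with the lowest log2 fold change, 2.41, without cauda cKO replicate 2. For Oxct2b it ranged from 0.0401 (without corpus cKO replicate 1) to 0.381 (without cauda control replicate 2), and for Pdcl2 from 0.0388 (without corpus cKO replicate 3) to 0.393 (without cauda control replicate 2).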

**Fig 3:**
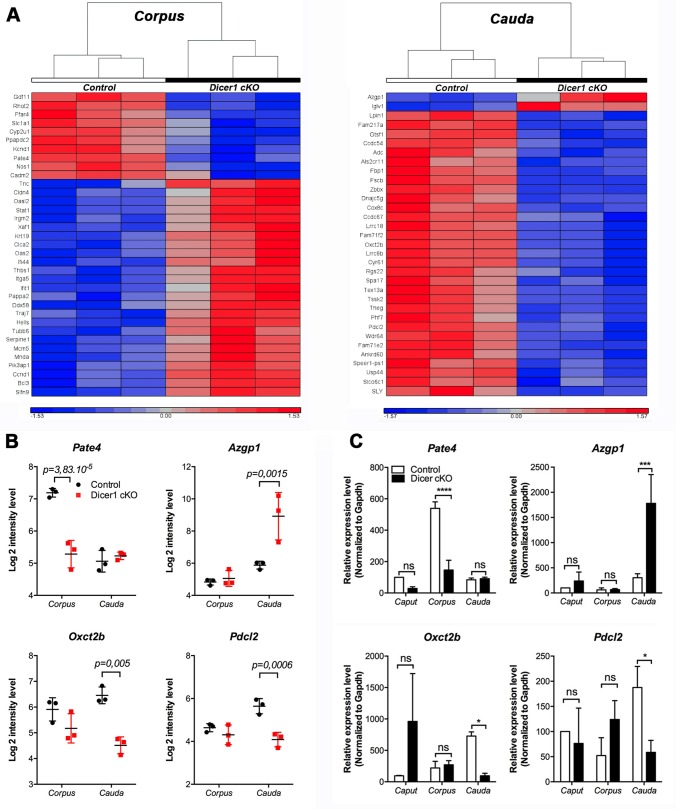
Impact of Dicer1-dependent factors on epididymal gene expression. **(A)** Transcripts with the most significantly altered expression in the corpus (left) or the cauda (right) epididymidis of the Dicer1 cKO mouse model are displayed on heat maps. Significance threshold: fold change > 2 or < −2, p-value < 0.002. n = 3 mice per group. **(B)** Relative Log 2 intensity levels of Prostate and testis expressed 4 (*Pate4*), Zinc-alpha-2-glycoprotein (*Azgp1*), Succinyl-CoA:3-ketoacid coenzyme A transferase 2B (*Oxct2b*), and Phosducin-like protein 2 (*Pdcl2*) in the corpus and cauda epididymidis of Dicer1 cKO and control mice after microarray analyses on n = 3 biological samples per group. **(C)** Expression changes of *Pate4*, *Azgp1*, *Oxct2b and Pdcl2* were validated by qRT-PCR in the caput, corpus and cauda regions from control and Dicer1 cKO mice. qRT-PCR data shown as means and standard deviations of results obtained from n = 3 biological samples per group after normalization to *Gapdh* expression. Unpaired t-test corrected for multiple comparison using the Holm-Sidak method. ns: non significant, *p<0.05, ***p < 0.001, ****p < 0.0001.

The consequence of Dicer1 invalidation on AZGP1 protein expression was assessed by western-blot and immunohistochemistry in control and Dicer1 cKO mice (Figs 4 and 5). A unique band corresponding to the glycosylated form of AZGP1 (48 KDa [51]) was detected in mouse epididymal tissue extracts by western-blot (S3 Fig). Protein quantification indicated a significant six-fold increase of AZGP1 detection from the cauda epididymidis of Dicer1 cKO compared to control mice (Fig 4A). Protein expression of AZGP1 displayed a regionalized pattern of expression as evidenced by immunohistochemistry performed on longitudinal sections of control and Dicer1 cKO mouse epididymides (Fig 4B and 4C). For instance AZGP1 is highly expressed in the initial segment/caput epididymis, in apparently all cell types of the epithelium in control and Dicer1 cKO mice (Fig 4B and 4C_a,b_), and is undetectable in negative controls (Fig 4C_a’-d’_). While its expression drastically decreases in the cauda epididymis from control mice, its remains at a high expression level in the cauda epididymidis of Dicer1 cKO mice (Fig 4B and 4C_g,h_), which is in agreement with AZGP1 quantification measured by western-blot.

**Fig 4:**
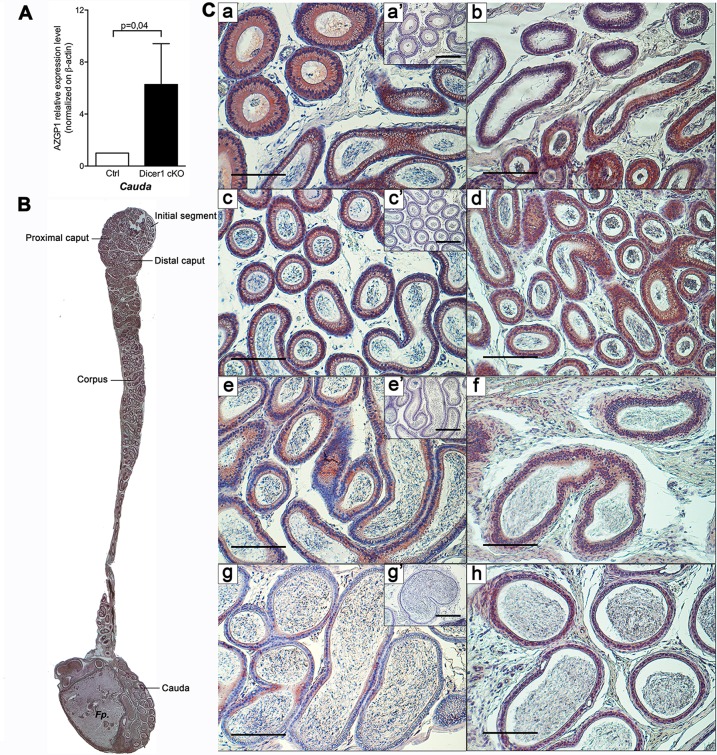
Protein Expression level of Zinc-alpha-2-glycoprotein (AZGP1) in the epididymis of Dicer1 cKO and control mice. **(A)** Relative quantification of AZGP1 protein in the cauda epididymis of Dicer1 cKO and control mice by western blot. Statistical significance was assessed by Student t-test from n = 3 replicates per group. **(B)** Longitudinal section of a mouse epididymis from a Dicer1 cKO mouse stained by immunohistochemistry for AZGP1. Image taken at 2.5 X. *Fp*: Fat pad. **(C)** Immuno-detection of AZGP1 on the proximal caput (a, b), distal caput (c, d), corpus (e, f) and cauda (g, h) epididymidis of control (a, c, e, g) and Dicer1 cKO (b, d, f, h) mice. Bar = 200 μm. Negative controls in absence of primary antibody are shown in insets (a’, c’, e’, g’). Bar = 250 μm.

While AZGP1 is detected at a high level within the epididymal epithelium (Fig 4), this secreted glycoprotein might also interact with the maturing sperm cells in the epididymis. In order to assess this possible interaction, we detected AZGP1 by immunofluorescence on spermatozoa from the cauda epididymis of wild-type mice (Fig 5). A strong signal was observed for AZGP1 on the sperm equatorial segment, below the PNA-stained acrosomal region (Fig 5, top panel), and was absent in the isotype control condition (Fig 5, Ctrl). As assessed by confocal microscopy on low magnification pictures (Fig 5, bottom panel + AZGP1), the proportion of spermatozoa positive for AZGP1 is between 85–95%.

**Fig 5:**
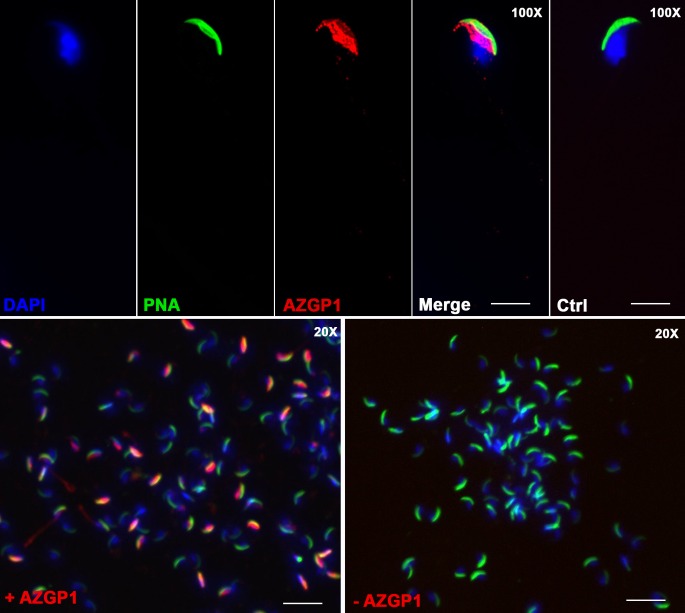
Localization of Zinc-alpha-2-glycoprotein (AZGP1) on spermatozoa from wild type mice. Sperm acrosomal region and nuclei were labelled with Peanut agglutinin lectin (PNA) and DAPI, respectively. Pictures were taken at 100X (top) and 20X (bottom) after immunostaining in the presence (+ AZGP1) or absence (Ctrl,—AZGP1) of antibody against AZGP1. Bars = 5 μm (top) and 20 μm (bottom).

### *In silico* analysis of gene expression changes observed in the distal epididymidis of Dicer1 cKO mice

According to *in silico* target prediction, several Dicer1-dependent miRNAs could potentially bind to and regulate target mRNA whose expression in significantly modified in Dicer1 cKO mice (Table 2). For instance, among Dicer1-dependent miRNAs, miR-210, miR-204, miR-672, miR-191 and miR-296 are predicted to regulate 13 distinct transcripts whose expression is significantly modified in the corpus or cauda epididymidis of Dicer1 cKO mice. These transcripts encode proteins involved in lipid metabolism (*e*.*g*. Free fatty acid receptors 4/5, AZGP1), cytoskeleton formation (*e*.*g*. Cytokeratin 19 and Beta-tubulin), calcium transportation (*e*.*g*. PATE4, Calcium-activated chloride channel regulator 2), and transcription factors (*e*.*g*. B-cell lymphoma 3 protein, Myeloid cell nuclear differentiation antigen).

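Of the 11 predicted targets measured here, 7 passed an unadjusted p under 0.002 and over 2-fold in the corpus and 3 in the cauda, and 0 passed an adjusted p under 0.05. In the corpus of Dicer1 cKO mice, keratin 19 (Krt19), an intermediate filament of simple epithelia, was 2.52-fold higher (standard error 0.18 on the log2 scale, adjusted p = 0.0874 from limma), Bcl3, a co-activator of NF-kB, 2.58-fold (standard error 0.18, adjusted p = 0.0874 from limma), Tubb6, a beta-tubulin, 2.53-fold, Clca3a2, shown as Clca2 in Table 2, 3.69-fold and Mcm5, a subunit of the replicative helicase, 2.19-fold. The fatty acid receptor Ffar4 was lower in the cKO corpus by -1.58 on the log2 scale (standard error 0.28, adjusted p = 0.211 from limma), and Prmt8, an arginine methyltransferase, by -0.96. In the cauda, Theg was lower by -1.85 (standard error 0.34, adjusted p = 0.135 from limma) and Lrrc18 by -1.27 (standard error 0.25, adjusted p = 0.143 from limma).
Of 12 genes named in Table 2, 11 had a probe-set here. In the corpus 6 were higher and 5 lower, and 7 passed an unadjusted p under 0.002 and over 2-fold by both limma and the methods' pairwise contrasts. In the cauda 5 were higher and 6 lower, and 3 passed. At an adjusted p under 0.05, limma called 0 of them over all probe-sets in either region, and 8 in the corpus and 3 in the cauda when adjusted over the list alone, which is not independent evidence since the study chose the list on these arrays.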

**Table 2:** Association of target genes predicted to be regulated by miRNAs candidates.

miRNA candidates	Predicted target genes	Complete gene name	Software		
			Targetscan	Microcosm	IPA*
mmu-miR-191-3p	*Clca2*	Calcium-activated chloride channel regulator 2	x		
mmu-miR-191-3p	*Prmt8*	Protein arginine N-methyltransferase 8		x	
mmu-miR-191-3p	*Mnda*	Interferon-activable protein 205-B		x	
mmu-miR-204-5p	*Pate4*	Prostate and testis expressed protein 4			x
mmu-miR-204-5p	*Krt19*	Keratin, type I cytoskeletal 19	x		
mmu-miR-204-5p	*Ffar4*	Free fatty acid receptor 4	x		
mmu-miR-210-5p	*Pate4*	Prostate and testis expressed protein 4	x		
mmu-miR-210-5p	*Lrrc18*	Leucine-rich repeat-containing protein 18	x		
mmu-miR-210-5p	*Bcl3*	B-cell lymphoma 3 protein		x	
mmu-miR-210-5p	*Tubb6*	Tubulin beta-6 chain		x	
mmu-miR-296-3p	*Azgp1*	Zinc-alpha-2-glycoprotein		x	
mmu-miR-672-3p	*Ffar4*	Free fatty acid receptor 4	x		
mmu-miR-672-3p	*Mcm5*	DNA replication licensing factor MCM5	x		
mmu-miR-672-3p	*Theg*	Testicular haploid expressed gene protein	x	x	

Only miRNAs and transcripts displaying significant expression changes (P<0.02 and P<0.05, respectively) in Dicer1-cKO mice compared to Control are shown. The distinct softwares used for *in silico* target prediction are indicated.

* *In silico* prediction performed by using the Ingenuity Upstream Regulator Analysis in IPA. The analytical tool is based on prior knowledge of expected effects between transcriptional regulators and their target genes stored in the Ingenuity® Knowledge Base.

Since miRNAs are not the only Dicer1- dependent factors that could trigger gene expression changes observed in the distal region of Dicer1 cKO mice, we performed a more exhaustive *in silico* analysis on whole transcript microarrays by using dedicated bioinformatics tools (*i*.*e*. Ingenuity Pathway Analysis (IPA), GSEA, ClueGO). Several pathways or functions have been highlighted in the distinct epididymal regions.

#### Immune dysfunction (corpus)

According to IPA analysis performed on genes with significantly changed expression levels in the corpus epididymidis (fold-change > 1.5, p-value < 0.01), 18 networks encompassing 4 or more modulated genes were identified from 426 probe-sets. 

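More probe-sets were higher than lower in the corpus of Dicer1 cKO mice at this threshold. Of all 41345 probe-sets, 472 were higher and 276 lower at an unadjusted p under 0.01 and over 1.5-fold by limma, and 266 were higher and 160 lower by the methods' pairwise contrasts, 426 in all. Without corpus control replicate 2, cKO replicate 1 or cKO replicate 3, limma counted 449, 467 and 2057. Among probe-sets with 1 gene symbol, limma placed 352 higher and 197 lower. Genes of cell division stood out beside the immune genes. All 38 measured cell cycle genes had higher means in the cKO corpus (median log2 fold change 0.85, 28 when adjusted over the list alone, 0 over all probe-sets and 29 at an unadjusted p under 0.05), among them Top2a, the topoisomerase of dividing cells, at 1.59, Mki67, a nuclear marker of proliferation, at 1.58, Ccna2 at 1.39 and Cdk1 at 1.30. The camera test gave an adjusted p = 1.8e-31 for this list, and adjusted p = 0.121 with an estimated correlation. Over the list, cKO replicate 3 averaged 6.77, against 7.68 and 7.23 in cKO replicates 1 and 2 and 6.40 ± 0.14 (SD, n = 3) in controls. On the same arrays leukocyte markers averaged 7.43, 6.71 and 6.43 in cKO replicates 1, 2 and 3 and 6.22 to 6.53 in controls, and fibroblast markers 10.3, 9.87 and 9.55 and 9.18 to 9.53, so that a change in the cells of the tissue is not told from one within them.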

Among the top-10 networks (S5 Fig), candidates associated with inflammatory functions and defence mechanisms were prominently associated with this epididymal region. These biological pathways were also confirmed by other bioinformatics programs such as GSEA and ClueGO. The latter identify inflammatory and immune defence responses as the most significantly altered functions in the corpus epididymidis of Dicer1 cKO mice. In addition, network analysis performed with more stringent parameters (fold-change > 2 and p-value < 0.001) on 24 probe-sets, sheds light on the alteration seen in the Dicer1 cKO epididymides with the “lipid metabolism, small molecule biochemistry, cell-to-cell signalling and interaction” networks highlighted (S6 Fig). One of these networks involves Pate4, phosphatidylethanolamine, and phosphatidylserine molecules.

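Interferon-stimulated genes were higher as a group in the corpus of Dicer1 cKO mice (adjusted p = 1.89e-46 from camera, and adjusted p = 0.0508 with an estimated correlation). Of 53 measured members, 52 had higher means and 1 lower, with a median log2 fold change of 1.08, and the mean of the list was 6.83 ± 0.13 (SD, n = 3) in control and 7.92 ± 0.51 (SD, n = 3) in cKO corpus. Its members detect foreign nucleic acids, restrict viruses or carry the interferon signal; besides Ifit1 and Isg15 they include Xaf1 at 1.54. Cytokines, chemokines and NF-kB targets were higher in 28 of 31 cases (median 0.66), with the monocyte attractants Ccl7 at 2.12 and Ccl2 at 1.80, the prostaglandin synthase Ptgs2 at 1.43, Il1a at 1.25 and Il1b at 1.09. Antigen presentation genes were higher in 17 of 18 cases (median 0.44), with the protease Ctss at 1.43, the peptide transporter Tap1 at 1.09 and the immunoproteasome subunit Psmb8 at 0.96.
Leukocyte markers moved with these lists. They were higher in 39 of 45 cases (median 0.42), with the Fc receptor Fcgr1 at 1.82, the macrophage marker Cd68 at 1.60, Cd53 at 1.39 and Ptprc, which encodes CD45, at 1.20, whereas Cd52, which the epithelium of the duct also makes and which had the highest signal of the list in the control corpus (12.4), was lower by -0.47 (standard error 0.16, adjusted p = 0.43 from limma). Interferon ligands and receptors had a median of 0.08, with 8 of 12 higher (camera in limma, adjusted p = 0.133). In the cauda, the interferon-stimulated list had a median of 0.06, with 38 of 53 higher (adjusted p = 0.516 from camera), cytokines 0.08 (adjusted p = 0.402), antigen presentation 0.14 (adjusted p = 0.0118, and 0.602 with an estimated correlation) and leukocyte markers 0.20 (adjusted p = 0.00166, and 0.602 with an estimated correlation).
In the corpus, camera gave adjusted p = 2e-15 for cytokines, 1.78e-08 for antigen presentation and 2.25e-11 for leukocyte markers, and with an estimated correlation adjusted p = 0.132, 0.189 and 0.251. Limma called 0 members of these lists at an adjusted p under 0.05 over all probe-sets; adjusted over the list alone, it called 44 of the interferon-stimulated genes (46 at an unadjusted p under 0.05), 8 of the cytokines, 8 of the antigen presentation genes and, of the leukocyte markers, 3 higher and 1 lower. In 40 of the 53 interferon-stimulated genes the cKO and control corpus arrays did not overlap. Chance gives this for 10% of single genes, but members of a list move together, so that the count is not tested against it. Without cKO replicate 1 the medians of cytokines and leukocyte markers were 0.39 and 0.28, and that of antigen presentation in the cauda was 0.22 without cauda control replicate 1. The interferon-stimulated list averaged 8.17, 8.27 and 7.34 in cKO replicates 1, 2 and 3, and without replicate 3 limma called 33 of its 53 members higher at an adjusted p under 0.05 over all probe-sets.

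**Figure D2:**
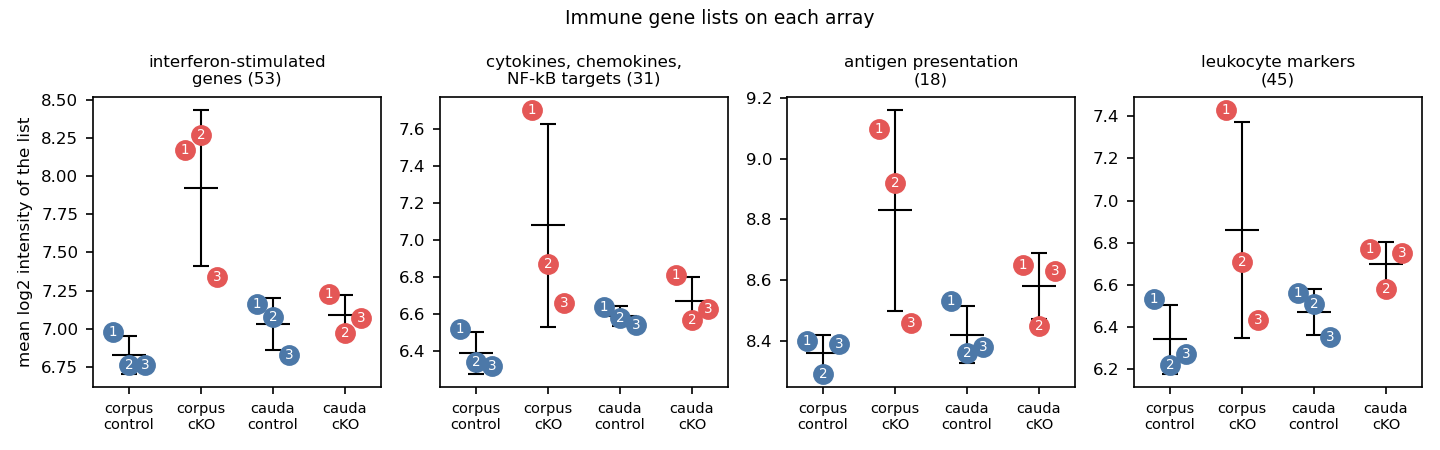
Mean log2 intensity (vertical axis) of 4 immune gene lists on each of the 12 arrays, by region and genotype, with controls in blue, Dicer1 cKO mice in red, the replicate number inside each point, and the mean of the group with its SD (n = 3) as black bars; the number of measured genes follows each title and the vertical axes do not start at 0. For interferon-stimulated genes the 3 corpus cKO arrays, at 7.34 to 8.27, lie above the other 9 arrays.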

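Transcripts of lipid metabolism were among those lower in the corpus of Dicer1 cKO mice. Of 26 genes of fatty acid and phospholipid metabolism, 22 had lower and 4 higher means (median log2 fold change -0.21). The 2 called when adjusted over the list alone were Ffar4, the receptor for long-chain fatty acids, and Cyp2u1, a fatty acid hydroxylase, which was lower by -1.02 (standard error 0.20, adjusted p = 0.232 from limma); 0 passed over all probe-sets. Dgat2, which makes triglycerides, stood at -0.87 and Scd1, the stearoyl-CoA desaturase, at -0.86. Of 21 genes of cholesterol synthesis and transport, 8 were higher and 13 lower (median -0.17). The camera test gave adjusted p = 0.00487 for fatty acid and phospholipid metabolism, with adjusted p = 0.44 with an estimated correlation, and 0.324 for cholesterol. Without cKO replicate 2 the median of the first list was -0.13. Its mean was 8.59, 8.56 and 8.87 on cKO arrays 1, 2 and 3 and 8.93, 8.88 and 9.05 on the controls, so that cKO replicate 3 lay level with a control. Clear cell markers (8.11, 7.92 and 8.90, against 8.76 to 8.86 in controls) and principal cell markers (8.57, 8.71 and 9.13, against 8.99 to 9.08) were lower on the same 2 arrays. In the cauda the medians were 0.04 (adjusted p = 0.738) and 0.05 (adjusted p = 0.47), and Lpin1, a phosphatidate phosphatase on the first list, was lower there by -1.08 (standard error 0.17, adjusted p = 0.0876 from limma).
Of the 12 measured members of the Pate family, 9 were lower in the cKO corpus (median -0.24, adjusted p = 0.0945 from camera in limma). Besides Pate4, whose probe-set carries several symbols and is not counted in the list, Pate3 stood at -2.37 (standard error 0.97) and Pate1 at -1.52, and both rest on cKO replicates 1 and 2. Pate3 had 8.87, 8.73 and 12.05 on cKO arrays 1, 2 and 3 and 11.97 to 12.55 on the controls, and its change was -3.45 without cKO replicate 3 and -1.79 without cKO replicate 2; Pate1 had 9.27, 9.61 and 11.18 and 11.24 to 11.95. At an unadjusted p under 0.001 and over 2-fold, 57 probe-sets were higher and 23 lower in the corpus by limma, and 14 were higher and 10 lower by the methods' pairwise contrasts, 24 in all. The count of limma was 43, 43 and 46 without corpus control replicate 2, cKO replicate 1 and cKO replicate 2, and 594 without cKO replicate 3.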

#### Epigenetics regulation (corpus)

Upstream Regulator Analysis (URA) performed on our datasets, identified molecules located upstream of the changed genes to potentially explain the observed expression changes. We focused our study on the transcription factors and miRNAs that are potential modulators of gene expression in our model. According to this analysis, the corpus epididymis is significantly enriched with upstream regulators (UR) with elevated z-scores. 

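The transcripts of the 4 regulators differed little between the corpus of Dicer1 cKO and control mice. The histone deacetylases Hdac1 and Hdac2 had log2 fold changes of 0.27 (standard error 0.23, adjusted p = 0.832 from limma) and 0.15 (standard error 0.16, adjusted p = 0.886 from limma). The histone demethylase Kdm5b had 0.20 (standard error 0.12, adjusted p = 0.719 from limma) and the chromatin reader Trim24 -0.11 (standard error 0.20, adjusted p = 0.945 from limma). In the corpus 3 were higher and 1 lower (median 0.17), and in the cauda all 4 lay above 0 with a median of 0.05. At an adjusted p under 0.05, limma called 0 of the 4 in either region, over all probe-sets and adjusted over the list alone, and 0 passed an unadjusted p under 0.05. By the methods' pairwise contrasts 0 passed the threshold of Fig 3A. These are transcript levels on the arrays, whereas the regulators are inferred from the changes of other genes.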

Among the most significant URs, we identified 4 regulators associated with epigenetic control (*i*.*e*. histone deacetylases 1 and 2 (HDAC1 and HDAC 1), lysine (K)-specific demethylase 5B (KDM5B), and tripartite motif-containing 24 (TRIM24)). Furthermore, we identified 25 miRNAs with a significant UR potential (z-score > 2), including *miR-200* and *miR-204*–two miRNAs predicted to target and regulate the *Pate4* expression level. As shown in Fig 2E, *miR-204* is present in EVs derived from DC2 epididymal cells *in vitro*.

#### Sperm motility and physiopathologies of the male reproductive system (cauda)

Among the top ten networks that are significantly modified in the cauda epididymidis of Dicer1 cKO compared to control mice (S7 Fig), “Reproductive system Disease” pathway displays the highest significance score, and encompasses a total of 29 transcripts. 

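Transcripts of haploid germ cells were lower in the cauda of Dicer1 cKO mice. Of the 27 network genes of Fig 6 with a probe-set here, 24 had lower and 3 higher means (median log2 fold change -1.12). The lower genes included Pgk2, the glycolytic kinase of sperm, and Oaz3 at -3.39, the ornithine decarboxylase antizyme of spermatids. Pgk2 had a log2 intensity of 7.94 ± 0.53 (SD, n = 3) in control and 4.49 ± 0.73 (SD, n = 3) in cKO cauda (log2 fold change -3.45, standard error 0.75, adjusted p = 0.148 from limma). Its cKO mean lay below the array medians, so that the size of its change is limited by background. Tnp1 at -2.90 and Prm1 at -2.60 encode a transition protein and a protamine that replace histones in the sperm nucleus. The 3 others were Azgp1, Hdac1 at 0.32 and Odf1, an outer dense fibre protein, at 0.03 (standard error 0.16, adjusted p = 1 from limma). This is the Odf1 probe-set with the highest signal, at 11.8 to 12.3 on all 12 arrays. The second Odf1 probe-set had a log2 intensity of 9.95 ± 0.58 (SD, n = 3) in control and 6.48 ± 0.64 (SD, n = 3) in cKO cauda (log2 fold change -3.47, standard error 0.84, adjusted p = 0.204 from limma), so that the probe-sets of this gene disagree. Of the 27, 17 passed an unadjusted p under 0.002 and over 2-fold by limma and 5 by the methods' pairwise contrasts, and 25 passed when adjusted over the list alone, which is not independent evidence since the study chose the genes on these arrays.
The list of 90 haploid germ cell transcripts, of which Fig 6 names 17 and Fig 3A 9, was fixed before the deposited values were examined. The paper and its supplementary tables had been read by then, so that the list is not independent of results on these arrays. In the cKO cauda 85 of its members were lower and 5 higher, and the list fell as a group (median -0.94, adjusted p = 1.82e-65 from camera, and adjusted p = 0.0508 with an estimated correlation). Its mean was 6.39 ± 0.27 (SD, n = 3) in control and 5.24 ± 0.11 (SD, n = 3) in cKO cauda. Limma called 0 members at an adjusted p under 0.05 over all probe-sets and 58 lower when adjusted over the list alone. At an unadjusted p under 0.05, 64 were lower, and 68 had no overlap between cKO and control arrays. Chance gives such a lack of overlap for 10% of single genes, but the members move together, so that the count is not tested against it. Meiotic germ cell transcripts were lower in 22 of 31 cases (median -0.24, 4 when adjusted over the list alone, adjusted p = 2.91e-07 from camera, and adjusted p = 0.0508 with an estimated correlation), among them Mael at -2.65 and the germ cell helicase Ddx4 at -1.05. In the corpus the haploid list had a median of -0.24 (adjusted p = 0.000485 from camera, and adjusted p = 0.642 with an estimated correlation) and ranged over 1.02 among the 6 corpus arrays; this median was -0.42 without control replicate 1, and -0.48 and -0.02 without cKO replicates 1 and 3. The meiotic list had -0.07 there (adjusted p = 0.324 from camera in limma). Of the meiotic members 21 of 31, and of the haploid members 34 of 90, lay below the median of all values, 5.23. The meiotic list averaged 4.63 in the control corpus and 4.82 in the control cauda, so that its changes are limited by background in both. Its corpus median cannot show that it is unchanged there.

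**Figure D3:**
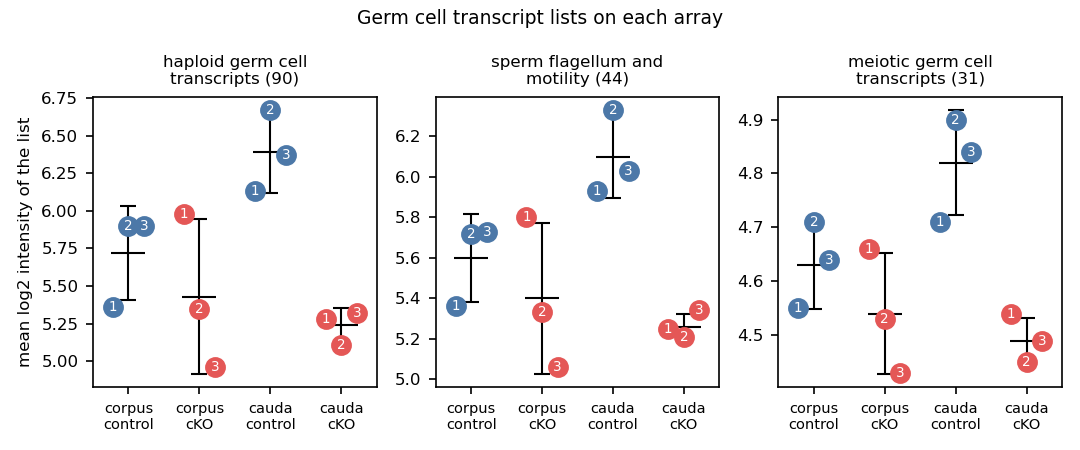
Mean log2 intensity (vertical axis) of 3 lists of germ cell transcripts on each of the 12 arrays, by region and genotype, with controls in blue, Dicer1 cKO mice in red, the replicate number inside each point, and the mean of the group with its SD (n = 3) as black bars; the number of measured genes follows each title and the vertical axes do not start at 0. For haploid transcripts the 3 cauda cKO arrays, at 5.11 to 5.32, lie below the 3 cauda controls, at 6.13 to 6.67.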

Interactions between the molecules involved in this pathway are displayed in Fig 6 and include AZGP1, which is shown as a regulator of downstream Akt signalling pathway. In addition, male reproductive and sperm motility dysfunctions display an important redundancy among pathways modified in the cauda epididymidis (not shown), which is in accordance with the reduced sperm motility and male infertility phenotypes observed in the Dicer1 cKO mouse model [5, 34].

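Genes of the sperm flagellum and of motility were lower as a group in the cauda of Dicer1 cKO mice (adjusted p = 2.4e-35 from camera, and adjusted p = 0.0508 with an estimated correlation). Of 44 measured members, 41 had lower and 3 higher means (median log2 fold change -0.55), and the mean of the list was 6.10 ± 0.21 (SD, n = 3) in control and 5.26 ± 0.064 (SD, n = 3) in cKO cauda. Smcp, a cysteine-rich protein of the mitochondrial sheath, stood at -3.26, Akap4, the main anchoring protein of the fibrous sheath, at -2.78, the axonemal dynein Dnah8 at -1.51 and the outer dense fibre gene Odf2 at -1.33. Tssk2, a serine/threonine kinase of spermatids shown in Fig 3A, was lower by -1.83 (standard error 0.34, adjusted p = 0.129 from limma).
Limma called 0 of its members at an adjusted p under 0.05 over all probe-sets, 27 lower when adjusted over the list alone, and 29 lower at an unadjusted p under 0.05. The list shares 18 genes with the haploid germ cell list. Of its 44 members, 22 lay below the median of all values, 5.23, so that the size of their change is limited by background. In the corpus, 33 of its 44 members were lower (median -0.19, adjusted p = 0.0443 from camera, and adjusted p = 0.723 with an estimated correlation). The median was -0.32, -0.12 and -0.02 without corpus cKO replicates 1, 2 and 3, and -0.12 without corpus control replicate 3.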

**Fig 6:**
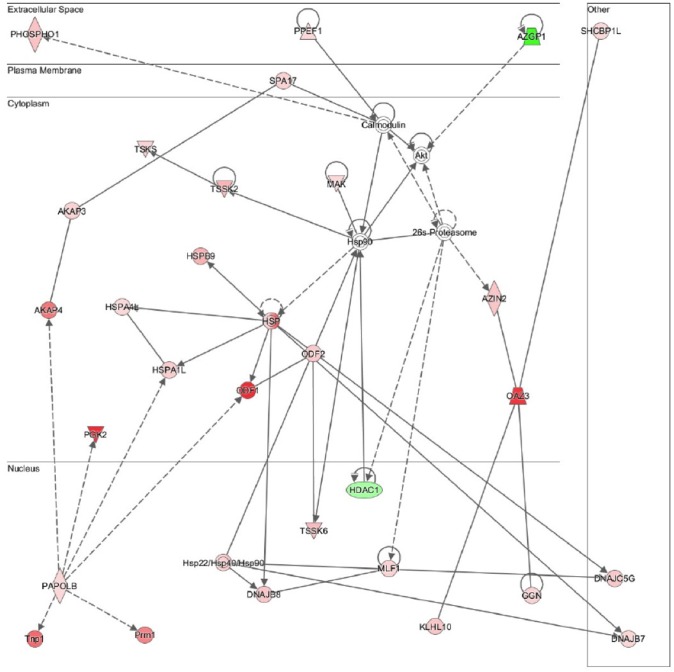
The “Reproductive system disease” network is the most significantly modified in the cauda epididymis of Dicer1 CKO compared to control mice according to Ingenuity Pathway Analysis (IPA) analysis. Only probe-sets displaying a fold change >1.5 and a p-value <0.01 were considered.

## Discussion

In most–if not all–biological fluids, EVs and their cargo participate in well-orchestrated mechanisms of intercellular communication to control organ/systems physio-pathological conditions [8, 52, 53]. While such a long-distance signalling process is challenging to assess in the circulatory system, the epididymis represents an ideal enclosed and well-regulated model system to decipher the role of extracellular factors *in vivo*. In the present study we investigated the role of Dicer1-dependent factors, including miRNAs, in the paracrine regulation of epididymal genes by using the previously described *Defb41*^*iCre/wt*^*;Dicer1*^*fl/fl*^ (Dicer1 cKO) mouse model [5, 34].

In this genetically modified mouse model, the enzyme Dicer1 has been conditionally inactivated in the principal cells of the initial segment/caput epididymidis. This allowed the detection of 114 Dicer1-dependent miRNAs that have matured in this specific cell type, as they are significantly reduced or absent in the Dicer1 cKO *vs*. control. However, since miRNAs are ubiquitously present in whole epididymis extracts, *i*.*e*. in sperm cells and somatic cells from both the epithelium and the connective tissue [54, 55], it is possible that we have underestimated the number of Dicer1-dependent miRNAs produced specifically by principal cells. Furthermore, whereas miRNA maturation predominantly occurs via a Dicer1-mediated canonical process, other Dicer1-independent routes of maturation exist and are not considered in our approach [56]. Despite these limitations, 9 mature miRNAs exhibited significant and markedly reduced expression levels, including *miR-204*, a miRNA found particularly enriched in the proximal mouse epididymis [55] and *miR-138-5p*, a potential tumor suppressor that inhibits *cyclin D1 (Ccnd1)* expression [57].

As one miRNA can target up to several hundred mRNAs for degradation [2], we expected that Dicer1-dependent decrease/suppression of several miRNAs in the epididymis could have a profound impact on gene expression levels. Indeed, our results demonstrated significant region-specific changes in genes such as *nitric oxide synthase 1 (Nos1)* and *testis expressed 13A (Tex13a)* that usually show consistent levels of expression along the epididymis of wild type mice. This suggests that Dicer1–dependent factors derived from the proximal epididymis, could control gene expression levels in the distal epididymal regions in a paracrine-like manner. 

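Nos1 was lower in the corpus and Tex13a in the cauda of Dicer1 cKO mice, each with little change in the other region. Nos1, the neuronal nitric oxide synthase, had a log2 intensity of 6.43 ± 0.16 (SD, n = 3) in control and 5.21 ± 0.34 (SD, n = 3) in cKO corpus, a log2 fold change of -1.22 (standard error 0.20, adjusted p = 0.171 from limma). In the cauda its change was -0.07 (adjusted p = 1 from limma), and the control corpus and cauda differed by 0.04 (adjusted p = 0.957 from limma). Tex13a, a gene of the X chromosome expressed in germ cells, had 4.94 ± 0.43 (SD, n = 3) in control and 3.47 ± 0.087 (SD, n = 3) in cKO cauda, a log2 fold change of -1.47 (standard error 0.23, adjusted p = 0.0876 from limma). In the corpus its change was -0.07 (adjusted p = 0.973 from limma), and in controls it was higher in the cauda than in the corpus by 1.05 (standard error 0.23, adjusted p = 0.0312 from limma). Every group mean of Tex13a lay below the array medians, so that the size of its differences is limited by background. The corpus values therefore cannot show that it is unchanged there. The difference of the cKO effect between regions was -1.15 for Nos1 (adjusted p = 0.595 from limma) and 1.40 for Tex13a (adjusted p = 0.58 from limma). For either gene in its region the cKO and control arrays did not overlap (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow). With 1 array left out, the adjusted p of Nos1 in the corpus from limma ranged from 0.00538 (without corpus cKO replicate 3) to 0.509 (without corpus cKO replicate 2), and that of Tex13a in the cauda from 0.0392 (without corpus cKO replicate 3) to 0.322 (without cauda cKO replicate 2).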

While it is tempting to link impairment of miRNA maturation with gene expression changes, we cannot exclude that other Dicer1-dependent factors, such as somatic endogenous small interfering RNAs (endo-siRNAs) may be involved in post-transcriptional gene regulation [58–60]. To assess the contribution of miRNA solely or miRNAs/endo-siRNA in this paracrine gene regulation, a comparative analysis of Dgcr8 and Dicer1 cKO mice would be required [58]. Furthermore, according to studies showing the role of DICER1 as a mRNA and long non-coding RNA binding protein as well as a nuclear factor in charge of heterochromatin formation [61, 62], its direct or indirect effect on miRNA-independent gene expression is also plausible.

Dicer1 deletion also triggered significant enrichment of some miRNAs in the IS/caput epididymis. Considering that 1) deletion of Dicer1 only occurs in the principal cells of the epididymis and that 2) whole epididymis extracts were used in our study, Dicer1 is still present/active in other epithelial cell types and stromal cells. As a consequence, some Dicer1–dependent miRNAs may be over-represented in Dicer1 cKO compared to control mice. A compensatory mechanism from Dicer1 expressed in adjacent tissues (*e*.*g*. efferent ducts) is also possible [5]. The explanation for the miRNA enrichment observed in Dicer1 cKO might therefore be a combination of these factors.

Since principal cells are specialized in the secretion of EVs called epididymosomes that transport a wide array of small non-coding RNAs [28, 30], we hypothesized that Dicer1-dependent miRNAs could be secreted via EVs and internalized by downstream target cells to control gene expression. To assess this hypothesis, we investigated the presence of Dicer1-dependent miRNAs in EVs derived from epididymal principal cells (DC2 cells) *in vitro*. We first showed that DC2 cells secrete EVs in the 90–400 nm size range that possess markers associated with distinct EV populations and/or functions. For instance, as previously shown in the epididymal fluid [27, 36], populations of DC2-derived EVs expose the CD9 antigen, a marker of exosomes [63], and phosphatidylserine (PS), a phospholipid also present on exosomes and microparticles. Exposure of PS on EVs mediates intercellular communication through binding to milk fat globule epidermal growth factor 8 (MFG-E8/SED-1) localized on recipient cells [64]. This glycoprotein is localized on the sperm surface and on epididymal epithelial cells and participates in epididymal fluid homeostasis [65–67]. Even if it has to be kept in mind that immortalized cell lines do not behave alike primary cells [68], DC2 cells share common features with principal cells of the epididymis regarding EV and miRNA production. For instance, DC2-derived EVs possess recognition molecules known to be important to intercellular communication, and DC2 cells express some miRNA candidates also found in epididymal principal cells (*e*.*g*. miR-210, miR-672, miR-191, miR-204). These miRNAs being secreted via DC2-derived EVs, they constitute potential candidates in the paracrine regulation of epididymal gene expression.

The comprehensive bioinformatics analysis of these microarray data indicated a potential association between proximal Dicer1-dependent miRNAs and distal gene expression /biological pathways (Table 2). For instance, *miR-204* is a secreted miRNA predicted to target the *Pate4* transcript and other associated genes that are involved in the control of sperm motility. *Pate4* belongs to a gene family that is predominantly expressed in the epididymis and is proposed to interact with spermatozoa to modulate their motility, capacitation and acrosome reaction [69, 70]. Therefore, *Pate4* and *miR-204* are interesting targets that could–at least in part–explain the reduced motility phenotype observed in Dicer1 cKO mice [34]. In addition, we showed that AZGP1 is a glycoprotein highly expressed in a regionalized manner along the mouse epididymis, and that is localized on the sperm equatorial region. Our results indicate that AZGP1 expression is significantly increased in the cauda epididymidis of Dicer1 cKO at both the transcriptional and protein levels. This protein participating to the control of sperm forward motility [71], its deregulation in the epididymis by Dicer1-dependent factors including miR-296 might also have consequences on sperm motility. Both PATE4 and AZGP1 being proteins secreted into the extracellular environment, they might thus constitute appealing targets for the non-invasive diagnosis of male infertility.

In conclusion, epithelial cells of the epididymis are specialized cells that communicate with each other in order to control the environment surrounding sperm during their maturation. In our study, we showed that Dicer1-dependent factors from the proximal epididymis, including miRNAs, (1) are released from principal cells of the epididymis and (2) impact, either directly or via alteration of pronounced changes in epididymal functions (*e*.*g*. epithelial dedifferentiation, abnormal lipid homeostasis), the profiles of epididymal gene expression in the downstream regions. While further *in vivo* studies will be required to unravel the complete extracellular vesicular and miRNA cargo signalling system in the epididymis, our study sheds light on new molecular candidates that may be important in the control of male fertility.

## Supporting Information

S1 Fig RNA integrity assessment. RNA integrity numbers were obtained with the Agilent 2100 Bioanalyzer for all samples used in the present microarray study from control (Ctrl) and Dicer1 cKO (cKO) mice.
(TIF)

S2 Fig Microarray quality control plots for miRNAs (A) and whole transcript (B).
(TIF)

S3 Fig Quantitative dynamic range assessment of AZGP1 by western-blot. (A) Different protein concentrations from mouse epididymal extracts were loaded and blotted for AZGP1 and Beta-actin. (B) Protein band volumes were measured and plotted to assess protein dynamic ranges.
(TIF)

S4 Fig Segment-specific expression of transcripts and miRNAs in control and Dicer1-cKO mice. (A) According to microarray data, the defensin family in Control (Ctrl) and Dicer1 cKO mice follows the same segmented gene expression pattern as described in wild type mice (Johnston *et al*, 2005). For instance, Defb1,2,9,10 and 11 display a higher expression level in the cauda epididymis (Cau) of Ctrl and Dicer1 cKO mice compared to Defb13, 15, 19, 35 and rs1 that are more expressed in the corpus (Cor) epididymis. (B) Validation of Dicer1 expression in control and Dicer1 cKO mice epididymis by real-time PCR. Unpaired T-test; ****: P<10^−4^; ns: not significant. (C) Expression level of miR-204-5p and miR-196 in Ctrl mice follows the same pattern as in wild-type mice described in Nixon *et al*, 2015.

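Of the 10 defensins named, 9 had a probe-set with a symbol here, and each lay in the stated direction in both genotypes. Beta-defensins are secreted antimicrobial peptides of the epididymal epithelium. In control mice, Defb9 was higher in the cauda than in the corpus by a log2 fold change of 2.77 (standard error 0.29, adjusted p = 0.000445 from limma), Defb2 by 1.77 (standard error 0.20, adjusted p = 0.000725 from limma) and Defb10 by 1.61 (standard error 0.43, adjusted p = 0.069 from limma), while Defb11 (0.59) and Defb1 (0.38) had adjusted p-values of 0.238 and 0.386. Defb13 was higher in the corpus, with -2.45 for cauda over corpus (standard error 0.36, adjusted p = 0.00355 from limma), and Defb35 (-1.46), Defb15 (-1.08) and Defb19 (-0.70) did not pass the adjusted test. In Dicer1 cKO mice, Defb9 (3.77), Defb2 (2.23), Defb10 (1.86) and Defb11 (1.28) passed on the cauda side, and on the corpus side 0 of 4 passed, Defb13 standing at -1.46 (adjusted p = 0.0578 from limma). The genes are those that S4 Fig names as examples on these arrays of a pattern described earlier in wild type mice. The paper's text does not say how they were picked, so that their counts are not taken as independent evidence of direction.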

(TIF)

S5 Fig Top ten networks significantly modified in the corpus epididymis of Dicer1 cKO compared to control mice according to IPA analysis. Only probe-sets displaying a fold change >1.5 and a p-value <0.01 were considered. Total of probe-sets included = 426.
(TIF)

S6 Fig Top networks significantly modified in the corpus epididymis of Dicer1 cKO compared to control mice according to IPA analysis. Only probe-sets displaying a fold change >2 and a p-value <0.001 were considered. Total of probe-sets included = 24.
(TIF)

S7 Fig Top ten networks significantly modified in the cauda epididymis of Dicer1 cKO compared to control mice according to IPA analysis. Only probe-sets displaying a fold change >1.5 and a p-value <0.01 were considered. Total of probe-sets included = 513.

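In the cauda of Dicer1 cKO mice nearly all transcripts past this threshold were lower. At an unadjusted p under 0.01 and over 1.5-fold, 91 probe-sets were higher and 673 lower by limma, and 47 were higher and 468 lower by the methods' pairwise contrasts, 515 in all. Among probe-sets with 1 gene symbol, limma placed 33 higher and 402 lower. Of the genes in Fig 3A, the lower ones included the sperm fibrous sheath gene Fscb (-2.55 on the log2 scale), Fam71f2 (-2.52), Lrrc8b (-2.16), a label read by eye as Lrrc9b, and Fam71e2 (-2.00). On the cKO cauda arrays Fscb and Fam71e2 lay below the array medians, so that the size of their change is limited by background and no order is read from it. The 3 probe-sets with 1 symbol that were over 2-fold higher at an unadjusted p under 0.002 were those of Azgp1, AY761185 and Gm4567 (1.06), the last named after its values were seen and on a probe-set other than its brightest. Of 13 clear cell markers, genes of the proton-secreting cells of the duct, 12 were lower in the cauda (median -0.25, adjusted p = 0.00466 from camera, and adjusted p = 0.541 with an estimated correlation).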

(TIF)

S1 Table Sequences and properties of primers used for qRT-PCR on target transcripts.

S2 Table Sequences and properties of primers used for qRT-PCR on target microRNAs.

S3 Table ANOVA results obtained from miRNA microarrays on Dicer1 cKO vs. control caput epididymidis.

S4 Table ANOVA results obtained from whole transcript microarrays on Dicer1 cKO vs. control corpus epididymidis. Transcripts with a fold change >1.5 or <-1.5 and P-value <0.01 are displayed.
(XLSX)

S5 Table ANOVA results obtained from whole transcript microarrays on Dicer1 cKO vs. control cauda epididymidis. Transcripts with a fold change >1.5 or <-1.5 and P-value <0.01 are displayed.
(XLSX)

S6 Table ANOVA results obtained from whole transcript microarrays on Dicer1 cKO vs. control corpus and cauda epididymidis.

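S6 Table lists, for each probe-set, the contrast of Dicer1 cKO against control mice in the corpus and in the cauda, as a p-value without adjustment and a fold change. The copy used here holds 1174 of 41345 probe-sets, so no overlap or enrichment was tested on it. The methods' pairwise contrasts, computed from the deposited log2 values of all 12 arrays with 4 group means and the own variance of each probe-set, were within 1% of the listed p-value for all 1174 probe-sets in the corpus and for all 1174 in the cauda. The log2 fold changes differed by at most 6.5e-05 in the corpus and 7.4e-05 in the cauda. Of 1131 of these probe-sets to which the table gives a gene name, 912 have the same single symbol in the annotation used here, 90 have another symbol, 46 have several and 83 have none.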

How the deposited data were processed for this re-analysis (not part of the article)

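Messenger RNA of the corpus and the cauda of the epididymis was measured on Affymetrix Mouse Gene 2.0 ST arrays in control and Dicer1 cKO mice, with 3 arrays in each of the 4 groups and 12 in all. The deposited values are log2 intensities per probe-set, which the authors normalized by robust multi-array averaging (RMA) in Partek. The submitters' processing notes name RMA without a version. The values were used as deposited, with no further background correction or normalization. The number of arrays limits the precision of every value, and nothing in the sources used here says which corpus and cauda arrays come from the same mouse. Condition and replicate number were taken from the sample labels and the methods.
Probe-sets were named from the annotation of the array. Of 41345 probe-sets, 23521 carry 1 gene symbol, 1814 carry several and are not named singly, and 16010 carry none here. For 21994 gene identifiers a symbol was found in the RefSeq gene table of GRCm38.p6, and 0 of them differed from the symbol of the annotation. No coordinates are given, since no genome was used here. A gene with several probe-sets was represented by the one with the highest mean over the 12 arrays. Of the listed or named genes, 32 have more than 1 probe-set, and in the cauda those of 5 (Ccn2, Hspa1l, Odf1, Oxct2b and Sly) lie on both sides of an unadjusted p under 0.002 and over 2-fold. For genes that the paper names, the pairing of its S6 Table was used first, then the annotation, with older symbols matched through the RefSeq table or by hand.
The means of the 4 groups were fitted in limma 3.58.1 under R 4.3.3, with all 12 arrays in one fit. The fit left 8 residual degrees of freedom, to which the empirical Bayes step added 3.18 with a prior variance of 0.0515. Contrasts were cKO minus control in each region, the difference of these effects (corpus minus cauda), and cauda minus corpus in each genotype. Tests were two-sided and p-values were adjusted by Benjamini-Hochberg over all probe-sets, with an adjusted p under 0.05 as the threshold. The thresholds of the study, none of which adjusts p, were applied as well. They are p under 0.002 and over 2-fold, p under 0.01 and over 1.5-fold, p under 0.001 and over 2-fold, and p under 0.001. Single values were compared by two-sided exact permutation tests.
Gene lists for cell types and pathways of the epididymis, and the lists of genes the study names, were written down before the deposited values were examined. The paper's text, figures and supplementary tables had been read by then. A list needed 3 measured members, which left 32 lists, and 1 list was not tested. Each was tested over 22180 genes with camera in limma at a preset correlation of 0.01, adjusted over 64 tests for both regions together. Tests of the difference between regions, and of cauda against corpus, were adjusted over 32. Intervals of list medians are 95% bootstrap intervals over the members from 10000 draws, and random lists matched on mean expression numbered 10000. They treat genes as independent, which genes are not.
The genes named in the text, other than some examples of gene lists, were chosen by a rule set before the data were examined. For each region the rule takes, of genes shown by their brightest probe-set with 1 symbol, the 12 largest increases and the 12 largest decreases at an adjusted p under 0.05 with no overlap between cKO and control arrays, and fills empty places with the largest changes past p under 0.002 and over 2-fold. For the difference between regions, and for cauda against corpus in controls, it takes 6 in each direction. It adds every gene the paper names, whose values in S6 Table and Fig 3B had been seen, and the 2 to 4 members of each list described with the smallest p. Some examples in the text, such as Top2a and Mki67, were not those with the smallest p and were picked after the values were seen.
Alternatives set before the data were examined were contrasts with each probe-set's own variance, as the methods describe, the upper part of the probe-sets by mean intensity, only probe-sets with 1 symbol, a further quantile normalization, centring each array on its median, a fit of only the 6 arrays compared, a fixed and a random block (statmod 1.5.0), all probe-sets at the threshold of the study, camera with an estimated correlation, fry, lists without the members that Fig 3A or Fig 6 names, and leaving out each array in turn. The same alternatives for 8 further lists and for the counts at the other thresholds were added after seeing the data.
The procedure was tested on simulated data for all 41345 probe-sets, with noise that was independent between genes and had the same variance in all groups. In the corpus simulation 6 unchanged probe-sets passed the adjusted threshold and 33 passed p under 0.002 and over 2-fold, and in the cauda simulation 5 and 21 did. Of 31 simulated lists, the 1 that was shifted was called and 0 of the others. The miRNA data and the tissue sections of the study were not analysed here, and the result of 1 gene is not reported here.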

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

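The tests of a single corpus array, of cauda tissue in the corpus samples, of germ cell transcripts against lists of the same level for normalization and of Azgp1 relative to caput genes per array were chosen after the result was seen, the bound of the last with its values in view, and of the tests planned before, that of normalization by the median of all probe-sets and that of the caput genes below Azgp1 were set aside afterwards as void.
Interferon-stimulated genes were higher in the cKO corpus, and the effect of the cKO in the corpus exceeded that in the cauda by a median of 1.04 on the log2 scale (adjusted p = 5.66e-33 from camera and 0.0955 with an estimated correlation). A single array as the whole source is argued against by the lowest median with 1 array left out, 0.956, without corpus cKO replicate 2, and cauda tissue in the cKO corpus samples by the list's cKO corpus mean, which lay above the higher of the control corpus and control cauda means by a median of 0.857 (95% interval 0.646 to 1.00). More leukocytes in the cKO corpus cannot be told apart, as the median of the leukocyte markers was 0.417 (95% interval 0.323 to 0.674), between the bounds set in advance for and against, while the 6 with the highest signal in the control corpus stood at -0.47 (Cd52, which the epithelium of the duct also makes), 0.78 (Lyz2), 0.25 (Lcp1), 1.17 (Fcer1g), 0.35 (Ighm) and 0.74 (Csf1r). The 2 lists share 0 genes, no sort removed leukocytes from the tissue, and initial segment or caput tissue in the corpus samples was not tested. A response of the corpus epithelium to the loss of Dicer1 upstream stays open as well and was not tested.
Haploid germ cell transcripts were lower in the cKO cauda, and the effect differed from that in the corpus by 0.622 (adjusted p = 8.68e-22 from camera and 0.165 with an estimated correlation). Background limits this difference, as 34 of the 90 members lay below the median of all values. The authors' normalization between arrays is argued against as the whole source, since it moves genes of 1 level alike, while the 90 members had a median of -0.937 (95% interval -1.26 to -0.591) and the lowest of 10000 random lists was at -0.0625 when matched on the mean of all arrays and at -0.0462 when matched on that of the control cauda. Fewer sperm or shed germ cells in the cKO cauda stay open: the 67 measured members that no figure of the study names had a median of -0.577 (95% interval -0.934 to -0.437) and 63 of them were lower, which shows that the change is not confined to the genes of the figures but would be the same with lower transcript levels within sperm. The list was written after the paper's supplementary tables, which hold results of these arrays, had been read. Of single members, Gapdhs stood at -3.29 and Prm1 at -2.60, and the probe-sets of Odf1 disagreed at 0.03 and -3.47. Lower transcript levels within sperm or within cells of the duct stay open as well and were not tested.
Azgp1 was 8.25-fold higher in the cKO cauda. Initial segment or caput tissue in the cKO cauda samples cannot be told apart, and the value per array does not decide it. Relative to the mean of the genes of these segments on the same array, Azgp1 lay 1.61 higher on the lowest cKO array than on the highest control array. This is past the range of 1.38 among the controls by a small margin. The list also averaged 9.47 in the control corpus, where Azgp1 had 4.61 to 4.95, so that it does not follow caput tissue alone. Control replicates 1 and 2 had a caput mean of 8.23 and 7.94 with Azgp1 at 6.03 and 6.01, and cKO replicate 3 had the lowest caput mean, 6.24, with Azgp1 at 7.31. The genes of these segments had a median of 0.308 (95% interval 0.124 to 0.375) in the cauda. This is past the bound of 0.3 set in advance for caput tissue in the cKO cauda samples, but by less than its spread. The median ranged from -0.169 to 1.07 with 1 cauda array left out (without control replicate 3 and cKO replicate 3). Caput tissue whose makeup the cKO has altered is not told apart either, and no caput array was analysed here. A change in the cauda epithelium, which the paper reports for the protein from sections and a western blot (Fig 4), stays open in the array data.
The effect of the cKO in corpus and cauda was 0.423 apart for sperm flagellum and motility genes and 0.813 apart for epithelial injury and remodelling genes by camera, with adjusted p = 0.165 and 0.0849 with an estimated correlation. In gene groups that the paper does not discuss, the median log2 fold change in the cKO corpus was 0.847 for cell cycle genes, 0.797 for epithelial injury and remodelling genes and 0.491 for fibroblast markers. Cauda tissue in the cKO corpus samples was not tested for these groups.
The 6 arrays of a comparison can be split in 10 ways, too few for a share under 0.05. For the median of the interferon-stimulated genes the real value was 1.08 and the highest other 0.867, and for the count of corpus genes past p under 0.002 and over 2-fold 90 and 84. Both other values come from the split that sets control replicate 1 with cKO replicates 1 and 2. For the haploid germ cell transcripts the values were 0.937 and 0.536, and for the count of cauda genes 169 and 9. At an adjusted p under 0.05 they were 0 and 0 in the corpus and 0 and 1 in the cauda, where all 10 splits are as large by construction, 1456 and 0 for the regions of control mice, and 1111 and 1 for those of cKO mice.
For results that use both regions, 100 splits were drawn, and chance is not excluded for the list tests, the differences of the 4 lists and the shared gene. As many list tests as the real 30 were called in 7, with 31 as the highest other. The difference between regions was as large in 5 for interferon-stimulated genes (highest other 1.37), in 29 for haploid germ cell transcripts (1.48), in 20 for flagellum genes (0.928) and in 5 for injury and remodelling genes (0.987). The splits that gave 1.37 and 0.987 keep the real corpus groups, and the split that gave 1.48 and 0.928 keeps the real cauda groups. Such splits carry the real effect of that region, so that these counts cannot decide whether the differences are chance. At least the 1 shared gene was found in 13, with 49 as the highest other. A count of 0 probe-sets that differ between regions is met by all 100 by construction, so that these splits say nothing of it; the highest other was 333. The split that gave 333 and 49 keeps the cauda groups and sets corpus control replicate 1 with cKO replicates 2 and 3. The haploid germ cell transcripts averaged 5.36, 5.35 and 4.96 on these 3 corpus arrays and 5.90, 5.90 and 5.98 on the other 3; what sets them apart was not tested.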

How the results depend on the processing

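The alternatives for the counts of list tests, and the count of arrays that correlate best with their own number, were chosen after the data were seen. At an adjusted p under 0.05, the corpus count of 0 became 6 in the upper part of the probe-sets by mean intensity and 6 with only probe-sets of 1 gene symbol, where fewer probe-sets were tested, and the cauda count of 0 became 2 and 28. The cauda count was 15 after quantile normalization again, 15 after centring the arrays and 90 with only the 6 arrays compared. It was 16 with a random block that takes arrays of the same genotype and replicate number as 1 mouse, which no source states. The cause was not tested. With 1 array left out the corpus count ranged from 0 to 861 and the cauda count from 0 to 118, both highest without corpus cKO replicate 3, and that of the difference between regions from 0 to 151. The 1456 probe-sets that differ between regions in control mice ranged from 669 to 2028 and the 1111 in cKO mice from 614 to 1665, with 497 from the 6 cKO arrays alone. At p under 0.002 and over 2-fold, the 90 corpus calls became 30 by the methods' pairwise contrasts and 34 with only the 6 arrays, and ranged from 33 to 559 with 1 array left out. The 169 cauda calls became 52 by the methods' pairwise contrasts and 310 over all probe-sets, and ranged from 58 to 219 (without corpus cKO replicate 1). The 1 shared gene became 2 after centring and 0 with only the 6 arrays, and ranged from 1 to 4. Of 64 list tests, camera called 30 (26 to 32 with 1 array left out), fry 13 and camera with an estimated correlation 0, the lowest adjusted p being 0.0508. With that correlation the medians of 1.083 for interferon-stimulated genes in the corpus and -0.9373 for haploid germ cell transcripts in the cauda are as before and only the call is lost; with 1 array left out they ranged from 0.956 to 1.398 and from -1.13 to -0.7479. Neither of these medians reversed its direction in any setting. Replicate numbers were not taken to pair the arrays, since deviations of arrays with the same number correlated over 0.1 in only 1 of 6 pairs across regions (-0.0385 to 0.11) and 2 of 6 across genotypes (0.0217 to 0.208); as a hint from the data, 6 of 6 corpus and 4 of 6 cauda arrays correlated best with their own number in the other genotype. With the replicate block the calls at p under 0.002 and over 2-fold were 135 in the corpus and 105 in the cauda. Of the values of named genes under the alternatives, 1193 of 1300 in the cauda and 844 of 894 in the corpus kept their side of the threshold, 107 and 50 passed it only under the alternative, and 0 reversed. In cauda against corpus of controls, 399 of 419 kept it, 6 passed and 14 no longer passed. For arrays the limit is signal over background, and as no detection call was used here, no transcript is called absent.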

Differences from the paper's values

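The alternatives for the counts at p under 0.01, at p under 0.001 and in either region, and the count of genes in place of probe-sets at p under 0.002, were chosen after seeing the values, and the other alternatives at p under 0.002 before the data were examined. Of the genes at p under 0.002 and over 2-fold, the paper displays 25 higher and 10 lower in the corpus, against 62 and 28 by limma. The methods' pairwise contrasts (22 and 8) and a fit of only the 6 corpus arrays (22 and 12) come within 1.5 times of both. The upper part of the probe-sets by mean intensity, only probe-sets with 1 symbol, quantile normalization again, centred arrays, the fixed block and the random block gave 58 to 109 higher and 23 to 35 lower and remain apart.
Of cauda genes lower at this threshold the paper displays 31, against 163 genes (166 probe-sets) by limma. The methods' pairwise contrasts gave 46 genes, within 1.5 times, although their 49 probe-sets are not, and the other alternatives remain apart at 97 (replicate block) to 200 genes (only the 6 arrays).
At p under 0.001 in either region the paper's count is 141 genes, against 235. The methods' pairwise contrasts gave 122 and the fit of only the 6 arrays 207, both within 1.5 times, and the other alternatives gave 212 to 341.
The paper's count of corpus probe-sets at p under 0.01 and over 1.5-fold is 426, against 748. The methods' pairwise contrasts gave 426, the paper's value; the upper part by mean intensity (581), only probe-sets with 1 symbol (639) and only the 6 arrays (473) came within 1.5 times, and the others gave 731 to 922. At p under 0.001 and over 2-fold it is 24, against 80, and the methods' pairwise contrasts gave 24, the paper's value. The others gave 38 to 128. The methods name these pairwise contrasts, and all items counted are called at the paper's own thresholds.
The paper states that its most significant changes do not overlap between the regions, whereas AY761185 passed p under 0.002 and over 2-fold in both, with 1.30 in the corpus (standard error 0.25, adjusted p = 0.234 from limma) and 1.56 in the cauda. It describes Tex13a as even along the epididymis of wild-type mice, whereas control cauda exceeded control corpus by 1.05 (adjusted p = 0.0312 from limma). Both control means of Tex13a lay below the array medians, so that the size of this difference is limited by background. Of the 33 cauda genes of Fig 3A measured here 29 passed the threshold of the figure by both tests. The others were C2cd6 at -1.60 (standard error 0.55, adjusted p = 0.557 from limma), Speer1 at -0.47 (adjusted p = 0.664), Iglv1 at 0.87 (adjusted p = 0.237) and Sly at -1.17 on its probe-set of highest mean (adjusted p = 0.245). The figure's label is Speer1-ps1, matched to Speer1 here, so that the miss of Speer1 can come from the match. For Sly, 4 further probe-sets shared the same values, and so count as 1 measurement, at -2.22 (adjusted p = 0.0517 from limma). They passed by limma, and Sly also passed by the methods' pairwise contrasts on a probe-set other than that of highest mean. Sly is thus no difference from the paper. Another Sly probe-set, of lower signal, stood at -0.18.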

Other observations

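The medians of these lists with 1 array left out were computed after the data were seen. Genes of epithelial injury, tissue repair and connective tissue were higher in the corpus of Dicer1 cKO mice. Of 28 genes of epithelial injury and remodelling, 22 were higher and 6 lower, and 14 were higher and 1 lower when adjusted over the list alone (0 over all probe-sets). Timp1, an inhibitor of matrix metalloproteinases, stood at 2.08, the fibronectin receptor subunit Itga5 at 1.48, the matrix glycoprotein Tnc at 1.36 and the tight junction claudin Cldn4 at 1.02 on the log2 scale. The list averaged 8.08, 7.92 and 7.49 on the cKO corpus arrays, above the controls at 7.11 ± 0.146 (SD, n = 3), and its median ranged from 0.53 to 0.96 with 1 array left out. Camera gave an adjusted p = 2.06e-12, and 0.0508 with an estimated correlation. In the cauda the same list had a median of 0.04 and a mean of -0.05 (adjusted p = 0.626). All 12 fibroblast markers had higher means (5 when adjusted over the list alone), among them fibronectin Fn1 at 1.16 and the collagens Col1a1 at 1.03 and Col3a1 at 1.01, with an adjusted p = 3.56e-09 from camera and 0.139 with an estimated correlation. Their median of 0.49 was 0.31 without corpus cKO replicate 1. All 12 smooth muscle markers had higher means as well (median 0.44, adjusted p = 1.3e-06 from camera and 0.251 with an estimated correlation). The control cauda averaged 10 for fibroblast and 10.6 for smooth muscle markers, against 9.3 and 8.89 in the control corpus. Cauda tissue in the cKO corpus samples would thus also raise both lists. It was tested for the interferon-stimulated genes only. The injury and remodelling list averaged 7.6 in the control cauda and 7.83 in the cKO corpus.
Markers of the epithelial cell types had medians on both sides of 0 in the corpus. All 13 clear cell markers had lower means (median -0.41, or -0.26 and -0.64 without cKO replicates 2 and 3, adjusted p = 0.000418 from camera and 0.373 with an estimated correlation), with the carbonic anhydrases Car2 at -1.29 (standard error 0.366, adjusted p = 0.358 from limma) and Car4 at -0.93. Of 11 basal cell markers 9 were higher (median 0.30, adjusted p = 0.00466 from camera and 0.301 with an estimated correlation), and in the cauda all 11 were higher (median 0.26, or 0.17 without cauda control replicate 2, adjusted p = 0.00379 and 0.294). Principal cell markers had a median of -0.14 in the corpus (adjusted p = 0.115) and 0.09 in the cauda (adjusted p = 0.324). Endothelial markers had 0.31 in the corpus (adjusted p = 0.00758 and 0.55 with an estimated correlation, and a median of 0.08 without cKO replicate 1) and 0.10 in the cauda (adjusted p = 0.528). Adipocyte markers had -0.46 in the corpus (adjusted p = 0.165) and -0.53 in the cauda (adjusted p = 0.043 and 0.642 with an estimated correlation), where the median was -0.30 without control replicate 1 and -0.25, -0.26 and -0.84 without cKO replicates 1, 2 and 3. Genes of sex steroid signalling stood at -0.18 in the corpus (adjusted p = 0.0645) and 0.10 in the cauda (adjusted p = 0.268), and genes of the small RNA machinery at 0.05 in both (adjusted p = 0.415 and 0.762). Cell cycle genes had 0.12 in the cauda (adjusted p = 0.0927), fibroblast markers 0.23 (adjusted p = 0.0085 and 0.55 with an estimated correlation, and a median of 0.15 without control replicate 2 and 0.13 without cKO replicate 3) and initial segment and caput genes -0.28 in the corpus (adjusted p = 0.0996). S100a8, a neutrophil gene, stood at 2.09 in the cauda and did not pass an adjusted p under 0.05 from limma. It is a single member of the leukocyte list, which averaged 6.47 in control and 6.7 in cKO cauda.
Corpus cKO replicate 3 stood apart from cKO replicates 1 and 2 in several gene groups. The 353 genes that were higher in the control corpus than in the control cauda averaged 7.93, 8.01 and 8.44 on cKO corpus arrays 1, 2 and 3, and Dgkk, a diacylglycerol kinase of the corpus, had 5.97, 5.61 and 9.14. These genes were selected on the control arrays, so that only the cKO arrays are compared with each other. Lists fixed before the data were examined went either way: clear cell markers averaged 8.11, 7.92 and 8.90 on these arrays and 8.76 to 8.86 on the controls, with replicate 3 the nearest to them, whereas haploid germ cell transcripts (5.98, 5.35 and 4.96, against 5.36 to 5.90) and initial segment and caput genes (9.08, 9.66 and 8.61, against 9.16 to 9.77) had replicate 3 the farthest. Without replicate 3, limma called 17 of 38 cell cycle genes, 8 of 28 injury genes and 4 of 12 fibroblast markers higher, and 4 of 13 clear cell markers lower, at an adjusted p under 0.05 over all probe-sets, a setting set before the data were examined for the counts of probe-sets and chosen afterwards for these lists.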
